# Early involvement of peripherally derived monocytes in inflammation in an NMO-like mouse model

**DOI:** 10.1038/s41598-024-51759-4

**Published:** 2024-01-12

**Authors:** Moonhang Kim, Won Seok Kim, Hyeuk Cha, Boram Kim, Young Nam Kwon, Sung Min Kim

**Keywords:** Demyelinating diseases, Neuroimmunology

## Abstract

Neuromyelitis optica (NMO) is an autoimmune inflammatory disease that primarily affects the optic nerve and spinal cord within the central nervous system (CNS). Acute astrocyte injury caused by autoantibodies against aquaporin 4 (NMO-IgG) is a well-established key factor in the pathogenesis, ultimately leading to neuronal damage and patient disability. In addition to these humoral immune processes, numerous innate immune cells were found in the acute lesions of NMO patients. However, the origin and function of these innate immune cells remain unclear in NMO pathogenesis. Therefore, this study aims to analyze the origin and functions of these innate immune cells in an NMO-like mouse model and evaluate their role in the pathophysiology of NMO. The expression of Tmem119 on Iba1 + cells in brain tissue disappeared immediately after the injection of NMO-IgG + human complement mixture, while the expression of P2ry12 remained well-maintained at 1 day after injection. Based on these observations, it was demonstrated that monocytes infiltrate the brain during the early stages of the pathological process and are closely associated with the inflammatory response through the expression of the proinflammatory cytokine IL-1β. Understanding the variations in the expression patterns of P2ry12, Tmem119, and other markers could be helpful in distinguishing between these cell types and further analyzing their functions. Therefore, this research may contribute to a better understanding of the mechanisms and potential treatments for NMO.

## Introduction

NMO is an autoimmune inflammatory disease that mostly affect optic nerve and spinal cord, and can lead to severe disability of patients through frequent relapse. The pathogenesis of NMO is driven by disease-specific autoantibodies against aquaporin 4 (NMO-IgG)^1,2^. During the acute phase, NMO-IgG infiltrates the CNS perivascular space and binds to AQP4 located on astrocytic endfeet. The destruction of astrocytes (astrocytopathy) through complement-dependent cytotoxicity or antibody-dependent cell-mediated cytotoxicity (CDC/ADCC) triggers an inflammatory response mediated by damage-associated molecular patterns (DAMPs), inflammatory cytokines (such as IL-1β, IL-6, IFN-I), and complement activation (C1q, C3a, C5a)^3–5^. Animal models have been developed to induce inflammatory responses by astrocytopathy, using the passive transfer of patient-derived NMO-IgG and human complement into the brain such as the striatum or ventricles. Additionally, various T cell-based active transfer NMO pathology models have been investigated, including the administration of NMO-IgG alongside experimental autoimmune encephalomyelitis (EAE) or the transfer of encephalogenic AQP4-specific T cells^6,7^. These mechanistic-based models have significantly contributed to understanding the disease pathogenesis, aiding in the development of treatments like complement inhibitors and IL-6 inhibitors^8^. In these animal models, the infiltration of innate immune cells such as monocytes/macrophages and microglia has been identified as a pivotal mechanism contributing to demyelination through myelin debris phagocytosis^9^, becoming a promising therapeutic target.

Monocyte/macrophages and microglia play a crucial role in the acute phase of inflammatory disease of the central nervous system as multiple sclerosis (MS), actively phagocytosing myelin and uniformly distributed throughout the active inflammatory lesion^10,11^. In NMO, activated-demyelinating monocyte/macrophages and microglia characterized by the presence of myelin-laden macrophages are observed along with loss of AQP4 and GFAP^12^. Moreover, activated monocyte/macrophages and microglia secrete chemokines such as MCP-1, MCP-2, and MCP-4, which promote the infiltration of peripheral T cells and leukocytes (monocytes, neutrophils, eosinophils) into the brain^13–16^. They also increase neurotoxicity through the secretion of inflammatory cytokines like IL-1β, TNF-α, IL-6, and the production of C1q via interactions with astrocytes^17,18^. Therefore, it is highly plausible that monocyte/macrophages and microglia play an important role in the early response to injury, contributing to neuroinflammatory demyelination.

Monocytes/macrophages originate from the bone marrow, while microglia derive from yolk sac precursors during CNS development. Despite their distinct origins, classical markers such as Iba1, CD68, F4/80, CD11b, CD45, and Cx3cr1 are commonly shared between monocyte/macrophage and microglia populations, making it challenging to distinguish and analyze their distribution and functions in basic research. Recent advancements in transcriptome analysis and sequencing have facilitated extensive genomic research, leading to the identification of microglia-specific markers such as P2ry12, Tmem119, Siglec H, Olfm3, Fcrls, and Sall1^19,20^. Among these, P2ry12, Tmem119, and Fcrls, which are cell surface markers, have enabled functional analysis of mouse and human microglia using various techniques and methodologies^21^. These markers have been utilized in recent studies to investigate the distribution and functions of monocyte/macrophages and microglia in various neurological disorders, including multiple sclerosis (MS), amyotrophic lateral sclerosis (ALS), ischemia, and Alzheimer's disease^10,22–24^. However, there is a significant lack of research on the distribution and functions of monocyte/macrophages and microglia specific to NMO using these markers. Therefore, in this study, we aim to analyze the distribution and functions of monocyte/macrophages and microglia using the microglia-specific markers P2ry12 and Tmem119 in an NMO-like mouse model.

## Results

### Temporal evolution of immune cell profiles in an NMO-like lesion

A pilot experiment was conducted to determine the optimal concentrations of NMO-IgG and human complement. NMO-like mouse model was established using a mixture of 3 μl of 50 mg/ml NMO-IgG and 5% human complement (Supplementary Fig. S1A,B). On 1 day after NMO-IgG + hC injection, staining for AQP4 and GFAP revealed damage to astrocytes (Fig. 1A,B), which was further confirmed by testing astrocyte death using aldh1L1 TG mice (Supplementary Fig. S1C). Activated Iba-1 + monocytes/microglia exhibiting amoeboid morphology were detected at the lesion center 1 day after NMO-IgG injection (Supplementary Fig. S1D). These cells were densely concentrated and proliferating within the axon bundles of the striatum at 1 week (Fig. 1A,C, and supplementary Fig. S1E), coinciding with the gradual collapse of myelin structures (Fig. 1A,D). Upregulation of proinflammatory cytokines were also observed at day 1 (TNFα and IL1β) and also 1 week (IFNγ and IL1β) after injection (Fig. 1E). These results indicated that loss of aquaporin-4 and damage to astrocyte were followed by consecutive activation and/or recruit of innate immune cells with upregulation of proinflammatory cytokines at the lesion center of NMO-like model.

**Figure 1:**
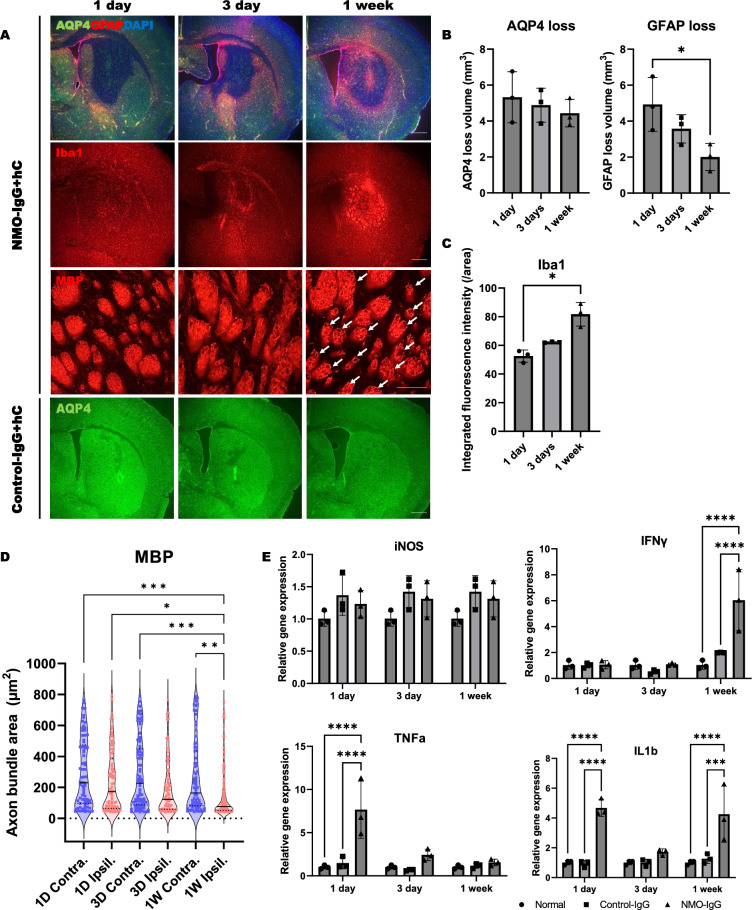
Temporal evolution of astrocytopathy, innate immune cell activation, and myein damage in an NMO-like mouse model. (**A**) Immunostain of injury extent (AQP4 and GFAP), inflammation (Iba1), and MBP loss (MBP) in NMO − IgG + hC and Control − IgG + hC groups at 1, 3, and 7 days. (Scale bar = 500 μm and 100 μm). (**B**) The loss volume of AQP4 and GFAP. (**C**) Quantification of Iba1 + cell activation. (**D**) Measurement of axon buldle size. (**E**) Expression of proinflammatory genes in fresh tissue using qPCR at 1 day, 3 days, and 7 days. (Two-way ANOVA with Tukey's post-hoc test, **p < 0.01, ***p < 0.001, ****p < 0.0001, N = 3).

### Monocyte and lymphocyte, rather than microglia, can be actively involved in acute NMO lesion

We performed immunofluorescence staining of the microglia-specific markers Tmem119 and P2ry12 to differentiate monocytes and microglia and analyze their dynamics (Fig. 2A). Tmem119 expression was not observed at lesion center at 1 day, 3 days, and 1 week after injury. In contrast, P2ry12 staining was observed at 1 day after NMO-IgG injection but disappeared at lesion center after 3 days and 7 days (Fig. 2A). These results indicated that P2ry12 can be more stably expressed at acute inflammatory/activation stage than Tmem119 in NMO pathology, which implies that it can be used as a marker to distinguish monocytes and microglia at 1 day of our NMO-like model.

**Figure 2:**
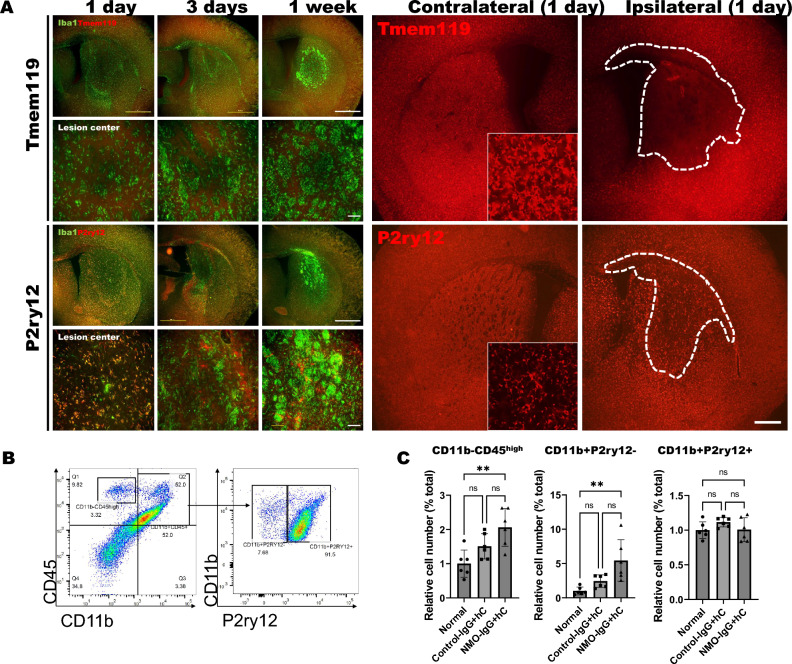
P2ry12 maintains immunoreactivity in early lesion, while Tmem119 does not. (**A**) Immunostaining of Tmem119 (red) and P2ry12 (red) microglia, along with Iba1 (green), at 1, 3, and 7 days post-injury to distinguish infiltrating monocytes/macrophages from microglia and assess their dynamics. Colocalization of each marker was evaluated in the lesion center (Scale bar = 1000 μm and 100 μm). Large images indicate contralateral and ipsilateral expression of Tmem119 and P2ry12 at 1 day after injury. (**B**) Flow cytometry analysis using P2ry12 to differentiate monocytes/macrophages from microglia. CD45 + CD11b + cells were gated, and lymphocytes, monocytes/macrophages and microglia were identified as CD45^high^CD11b−, CD11b + P2ry12− and CD11b + P2ry12 + populations, respectively. (**C**) Each bar graph represents relative number of identified CD11b + P2ry12− monocytes/macrophages, CD11b + P2ry12 + microglia, and CD45^high^CD11b− lymphocytes populations. (Kruskal–Walli's test with Dunn's post-hoc, **p < 0.01 and n.s. = non-significant, n = 6).

Next, we attempted to analyze the infiltration/activation of monocytes and microglia into the NMO-like brain lesion using FACS and the microglia-specific marker P2ry12 (Fig. 2B,C) at 1 day after NMO-IgG injection. Only a very small number of CD11b + P2ry12− monocytes/macrophages and CD45^high^CD11b-P2ry12- lymphocytes were observed in the normal brain. The number of CD11b + P2ry12 + microglia remained unchanged, while the infiltration of CD11b + P2ry12− monocytes/macrophages and CD45^high^CD11b − P2ry12− lymphocytes into the inflamed brain was observed (Fig. 2B,C) 1 day after NMO-IgG injection. These results demonstrated that at acute stage of NMO attack, monocyte/macrophage and lymphocyte, rather than microglia, can play as an early player that is involved in inflammation.

### Systemic depletion of monocyte inhibit the expression of the proinflammatory cytokines and loss of myelin in NMO lesion

To evaluate the function of infiltrated monocytes in NMO pathogenesis, we systemically depleted monocyte by clodronate treatment in NMO-like mouse model (Fig. 3A). While clodronate treatment did not alter microglia (CD11b + P2ry12+) and neutrophil (CD11b + Ly6c + Ly6G+), it selectively depleted monocyte (CD11b + Ly6C + Ly6G−) population in the CNS of NMO-like model (Fig. 3B,C). Depletion of monocyte in NMO-like model significantly reduced the expression of IL1b and iNOS (Fig. 3D) and also loss of myelin in NMO lesion, whoever it did not affect the loss of AQP4, it significantly inhibit the loss of myelin. (Fig. 3E and Supplementary Fig. S2). These results implied that recruitment of monocyte can be a sequential process that occurs after AQP4 loss by NMO-IgG (or astrocytopathy) and can contribute to the activation of proinflammatory cytokine and demyelination in NMO.

**Figure 3:**
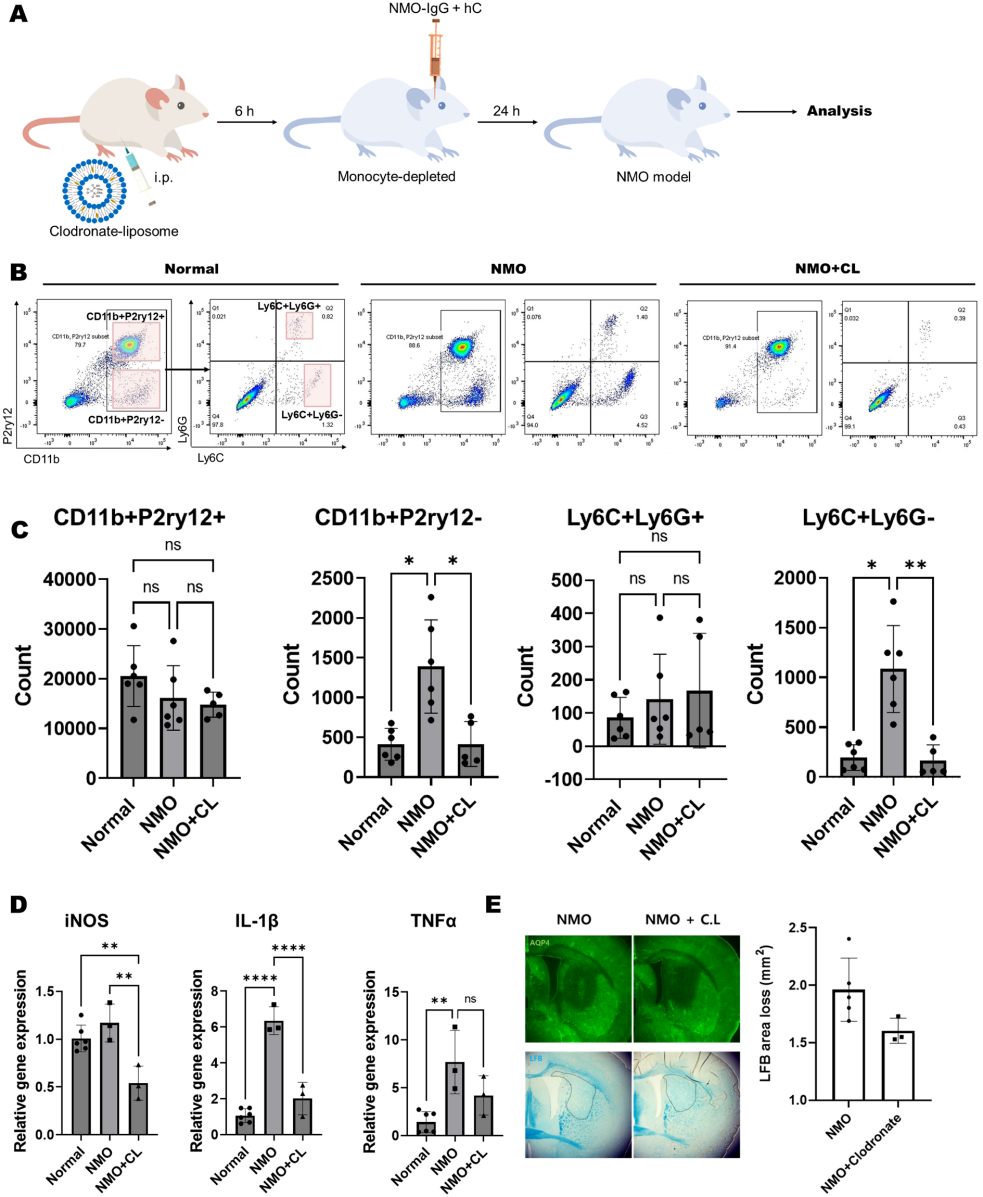
Clodronate depletes monocytes, reduces IL-1β expression and myelin loss. (**A**) Schematic design for monocyte-depleted NMO model. (**B**) Immune cells were isolated from the brains of normal, NMO, and NMO + CL (Clodronate) groups. The dot plot was gated on Live/CD45+, and Ly6C/Ly6G populations were further gated from CD11b + cells. The transparent red squares represent populations of CD11b + P2ry12 + microglia, CD11b + P2ry12− myeloid cells, Ly6C + Ly6G + neutrophils, and Ly6C + Ly6G− monocytes. (**C**) A bar graph displaying differences in cell numbers for each cell type. (Kruskal–Wallis test with Dunn's post-hoc, **p < 0.01, *p < 0.05, and n.s. = non-significant, n = 5–6). (**D**) Relative expression differences of iNOS, IL1β, and TNFα in fresh tissue from each group at day 1 post-injury evaluated by qPCR. (Kruskal–Wallis test with Dunn's post-hoc, **p < 0.01, ****p < 0.0001, and n.s. = non-significant, N = 3). (**E**) Evaluation of demyelination at the injury site through AQP4 immunostaining and Luxol fast blue (LFB) staining, comparing NMO and NMO + CL groups. The dotted line indicates disappeared myelin on LFB staining.

### Monocyte transcriptomic profiles in NMO-like model: infiltrated monocytes express proinflammatory genes in NMO lesion

To investigate the functionality of monocytes in NMO pathogenesis, we performed the QuantSeq 3ʹ RNA-sequencing analysis (Fig. 4A and supplementary Fig. S3) and investigated the differentially expressed genes (DEGs) between blood monocytes (Bl_mono) and brain-infiltrated monocytes (Br_mono) in NMO-like model. 

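The sequencing compared 3 groups of sorted monocytes taken on day 1: blood monocytes of normal mice (Nor_Bl_mono), blood monocytes of NMO mice (NMO_Bl_mono) and brain monocytes of NMO mice (NMO_Br_mono). Each group had 3 libraries, and each library was made from a pool of 5 mice. The authors aligned the reads of the 3ʹ libraries with Bowtie2, counted unique and multiple alignments per gene with Bedtools, and deposited the read counts before their TMM and CPM normalization. Each library lists 23282 gene entries by symbol. For the 35 symbols listed more than once the entry with the most counts was kept, which left 23238 symbols. Neither the paper's text nor the deposited tables name the genome build, so no coordinates are given. Reads that align to several genes were counted, so values of near-identical genes are uncertain.

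Total counts were 8728729, 9859847 and 9165094 in Nor_Bl_mono, 8636676, 9143024 and 7584649 in NMO_Bl_mono, and 10419647, 9751839 and 9545915 in NMO_Br_mono, for replicates 1, 2 and 3 in turn. The symbol Rn45s, which stands for ribosomal RNA, held between 28.4% and 43.6% of the counts of a library. The number of genes with at least 1 count ranged from 4567 in NMO_Bl_mono replicate 3 to 11556 in NMO_Bl_mono replicate 1. Of the 2522 genes with at least 50 CPM in both other NMO_Bl_mono libraries, 562 (22.3%) had 3 counts or fewer in NMO_Bl_mono replicate 3. The same share was 8.26% in NMO_Br_mono replicate 2 and at most 1.94% in each of the other libraries. A limit of 3 counts corresponds to between 0.273 and 0.432 CPM, depending on the library. These limits cover counting error only, because no molecular identifiers are described.

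**Figure D1:**
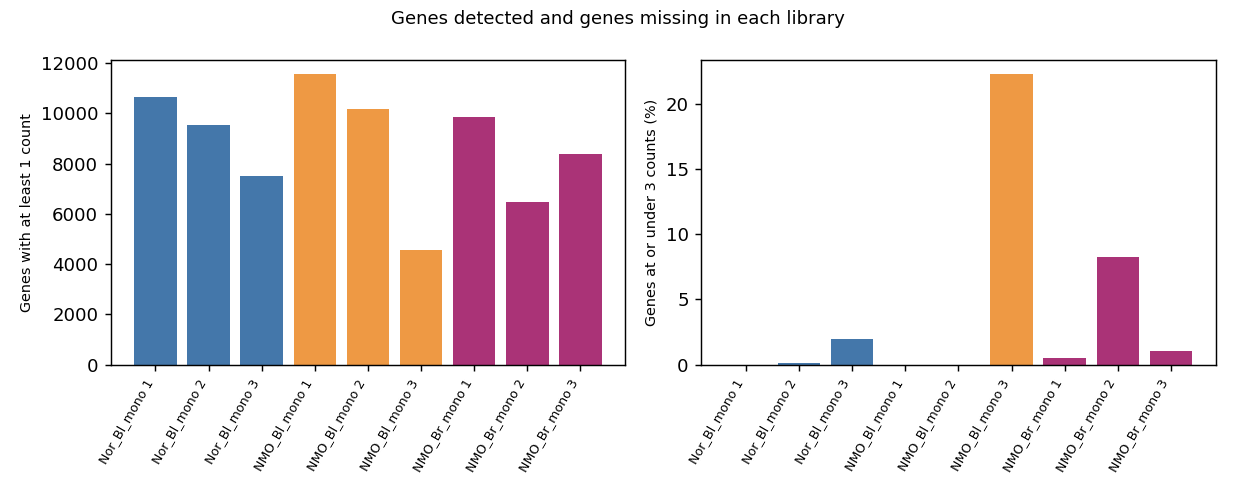
The left panel plots the number of genes with at least 1 count in each of the 9 libraries. The right panel plots the percentage of genes at or under 3 counts among those with at least 50 CPM in both other libraries of the same group, which is 22.3% in NMO_Bl_mono replicate 3.

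Differential expression was tested with edgeR's quasi-likelihood test on the read counts of all 9 libraries in a single fit, with TMM factors, over the 10107 genes that passed edgeR's expression filter. Adjusted p-values are Benjamini-Hochberg values over those genes. CPM values are normalized with the TMM factors, which ranged from 0.800 to 1.46. The common dispersion was 2.87, so replicates differed far beyond counting error. In counts simulated with the same spread, the test recovered 4 of 200 genes changed 4-fold, 73 of 200 changed 16-fold and 138 of 200 changed 64-fold. The changed genes were drawn from those with a mean above 50 CPM. The text of the paper gives a general statistics section for the whole study but does not name the test behind the differentially expressed genes.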

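Transcripts of the sorting markers were measured in the sorted cells themselves. Ptprc, which encodes CD45, averaged 735 ± 272 CPM (SD, n = 3 libraries) in NMO_Br_mono and 1612 ± 281 CPM in NMO_Bl_mono, and its log2 fold change was -1.13 (standard error 0.33, adjusted p = 0.426). Itgam, which encodes CD11b, was measured at 652, 415 and 520 CPM in the NMO_Br_mono libraries and averaged 328 ± 22.3 CPM in NMO_Bl_mono, with a log2 fold change of 0.69 (standard error 0.38, adjusted p = 0.830). Ly6c2 averaged 232 ± 191 CPM in NMO_Br_mono, 632 ± 124 CPM in NMO_Bl_mono and 773 ± 269 CPM in Nor_Bl_mono, and its log2 fold change between the NMO groups was -1.45 (standard error 0.57, adjusted p = 0.802). Ly6c1 averaged 138 ± 159 CPM in NMO_Br_mono and 92.7 ± 94.7 CPM in NMO_Bl_mono. P2ry12, on which the cells were sorted as negative, was measured at 23.7, 69.7 and 9.95 CPM in the NMO_Br_mono libraries and at 16.7, 0.871 and 0 CPM in the NMO_Bl_mono libraries. Its values in Nor_Bl_mono overlapped those in NMO_Br_mono. Of the 5 marker genes tested, 0 passed an adjusted p of 0.05 over all genes, 2 had an unadjusted p under 0.05 and 1 passed when adjusted over the list alone. Ly6g was not analysed here.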

To obtain monocytes, cells were labeled with CD45, CD11b, P2ry12, Ly6C and Ly6G, and sorted CD45 + CD11b + P2ry12 − Ly6C + Ly6G− cells for monocytes (Fig. 4A). While Nor_Bl_mono and NMO_Bl_mono displayed similar expression patterns, a comparison of DEGs in NMO_Br_mono with NMO_Bl_mono revealed that 279 genes were significantly upregulated in NMO_Br_mono, and 290 genes exhibited significant downregulation (fold change of 1.2, p-value < 0.05; Fig. 4B). 

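Between NMO_Br_mono and NMO_Bl_mono, 2 genes were higher and 23 genes lower in NMO_Br_mono at an adjusted p under 0.05. With the unadjusted threshold that the paper uses, a p under 0.05 and a fold change of at least 1.2, 150 genes were higher and 388 genes lower. In counts simulated with the same spread and 200 changed genes, edgeR's test made 451, 478 and 459 false calls at this threshold. The changes were 4-fold, 16-fold and 64-fold in turn, so many of the genes that pass it can be false calls. All simulated libraries were drawn from the same model, so the p threshold largely set these numbers in advance. Other splits of the real NMO libraries gave from 68 to 1290 genes, with a median of 136. How many false calls the real comparison holds is therefore not known. The setting that moved the adjusted counts most was DESeq2's Wald test, with 77 genes higher and 259 lower after adjustment. In simulated counts with the same spread, changed 4-fold in 200 genes, DESeq2's test made 176 false calls after adjustment and edgeR's test made 0. Both genes that were higher after adjustment meet the rule set for naming genes. Tgfbi averaged 1774 ± 306 CPM (SD, n = 3) in NMO_Br_mono and 366 ± 51.4 CPM in NMO_Bl_mono, a log2 fold change of 2.28 (standard error 0.38, adjusted p = 0.0235). Ccl7 averaged 165 ± 39.0 CPM in NMO_Br_mono and had no count in NMO_Bl_mono, which makes it at least 484-fold higher (adjusted p = 0.0298). Among the lower genes, Nrgn averaged 525 ± 430 CPM in NMO_Bl_mono and was at least 1707-fold lower in NMO_Br_mono (adjusted p = 0.000655). Txk was at least 477-fold lower, Klra13-ps at least 403-fold, Setbp1 at least 359-fold and Pogk at least 336-fold, with no count of any of these in NMO_Br_mono. They were ranked by fitted log2 fold change, which for genes at the floor depends on a prior count, and other lower genes have larger bounds than these 4, up to at least 1007-fold. Without NMO_Br_mono replicate 3, the adjusted p of Tgfbi was 0.0769 and that of Pogk 0.0589, and without NMO_Bl_mono replicate 1 that of Tgfbi was 0.0814. The call of Setbp1 was lost in 5 of the 6 fits that each left out a replicate of the NMO groups, with adjusted p-values up to 0.107 without NMO_Bl_mono replicate 3. Klra13-ps belongs to a family of near-identical genes, so its counts are uncertain.

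Between NMO_Bl_mono and Nor_Bl_mono, 0 genes passed an adjusted p of 0.05 and 72 genes passed the unadjusted threshold of the paper. Of the genes tested, 6.80% had every library of one blood group above every library of the other, where chance gives 10% if no values tie. For NMO_Br_mono against NMO_Bl_mono this share was 12.3%. Libraries without a count of a gene tie, which lowers the chance share by an amount not computed. The shares therefore cannot be judged against 10%. Distances between libraries were computed as the root mean square difference of log2(CPM + 1). The mean distance between the blood groups was 2.36 and the mean distance within them was 2.48 (exact permutation test, one-sided, p = 0.9, where the smallest p that 3 libraries against 3 allow is 0.1). Between NMO_Br_mono and NMO_Bl_mono the mean distance was 2.84, against 2.76 within the groups (exact permutation test, one-sided, p = 0.3). Over the 500 genes of highest variance these distances were 4.74 and 3.85 (exact permutation test, one-sided, p = 0.1), and those between and within the blood groups 3.48 and 3.82 (exact permutation test, one-sided, p = 0.8). Over all genes, NMO_Bl_mono replicate 3 lay farthest from the other 8 libraries, at a mean distance of 3.48, and without it the distances within and between the blood groups were 1.98 and 1.83.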

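The sets of the Reactome database were tested over all genes between NMO_Br_mono and NMO_Bl_mono. Of the 763 sets with 10 to 500 tested genes, 2 were higher and 1 lower in NMO_Br_mono at an adjusted p under 0.05 with camera at a preset correlation of 0.01. The higher sets were degradation of the extracellular matrix, with a median log2 fold change of 1.05 over 31 genes (adjusted p = 0.00215), and collagen degradation, with a median of 1.64 over 15 genes (adjusted p = 0.0463). The lower set was scavenging of heme from plasma, with a median of -4.00 over 14 genes (adjusted p = 0.000106). With an estimated correlation between genes, and with fry, 0 of these calls held. Without NMO_Bl_mono replicate 3 the number of higher sets rose to 29. It fell to 0 without NMO_Br_mono replicate 3, and also to 0 without NMO_Bl_mono replicate 1.

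Fisher's exact test asked which sets hold more of the genes called higher at the unadjusted threshold of the paper than the genes tested as a whole, and 21 sets passed an adjusted p of 0.05. Those with the smallest p were degradation of the extracellular matrix, with 8 of 31 genes called, platelet degranulation, with 10 of 60, and extracellular matrix organization, with 12 of 96 (each with an adjusted p of 3.90e-06). The heat-shock sets attenuation phase, with 4 of 12 (adjusted p = 0.00159), and HSF1-dependent transactivation, with 4 of 18 (adjusted p = 0.00612), were also among the 21. So were the complement cascade, with 4 of 10 (adjusted p = 0.000864), binding and uptake of ligands by scavenger receptors, with 6 of 32 (adjusted p = 0.000864), and antigen presentation by MHC class II, with 7 of 64 (adjusted p = 0.00265). Over all genes of these last 3 sets camera made no call (adjusted p = 0.189, 0.999 and 0.267), and the median log2 fold change of the complement cascade was 0.16.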

The gene ontology (GO) of NMO_Br_mono show upregulate DEG were specifically associated with inflammation (red square outline) and receptor-mediated endocytosis (blue square outline) (Fig. 4C). These results indicate that monocytes infiltrating in NMO-like model are involved in inflammation and acute myelin phagocytosis. Furthermore, various inflammation-related genes showed a significant increase in expression, including *Il1b, Il18, Il6st, Ccl2, Ccl7, Ccr5, Spp1, Osm, Tnfsf11a, CFP, C1qa* and *C1qc* in NMO_Br_mono (Fig. 4D). Similarly, among the 27 scavenger receptors associated with receptor-mediated endocytosis, the expression of *Cd68*, *Cd14*, *Fcrls*, *Lrp1*, *Clec7a*, and *Mrc1* significantly increased in infiltrated monocytes (Fig. 4E). These findings suggest that infiltrating monocytes are associated with the early occurrence of inflammation and demyelination in the NMO-like model.

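The 12 genes named here, with Tnfrsf11a as labelled in Fig. 4D, were measured together with Il1rn and Cd14, which the same heat map labels. In all 14 genes every NMO_Br_mono library lay above every NMO_Bl_mono library, where 3 libraries against 3 cannot give an exact p below 0.1 for a single gene. With edgeR's quasi-likelihood test over all genes, 1 of the 14 had an adjusted p under 0.05, 8 passed the unadjusted threshold of the paper, and 7 passed when adjusted over the list alone. The study chose these genes on the same libraries, so neither these counts nor a test of the list is independent evidence. Their median log2 fold change was 3.45, also with genes absent from NMO_Bl_mono set at their lower bound.

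Il1b averaged 1357 ± 345 CPM (SD, n = 3) in NMO_Br_mono, 182 ± 161 CPM in NMO_Bl_mono and 78.1 ± 67.8 CPM in Nor_Bl_mono, and its log2 fold change between the NMO groups was 2.90 (standard error 1.72, adjusted p = 0.903). The adjusted call of Il1b depended on the setting. With edgeR's test and no expression filter its adjusted p was 6.23e-07, against 0.835 with DESeq2 and 0.148 with limma-voom. The fit with no filter gave nearly the same log2 fold change of Il1b, 2.88, and was not tried on simulated data. In that fit the standard error of Cd14 was 0.54, against 1.33 in the main fit. Its small p-values are therefore not taken as evidence for Il1b. Ccl2 averaged 481 ± 6.15 CPM in NMO_Br_mono and 5.57 ± 4.83 CPM in NMO_Bl_mono, with a log2 fold change of 6.43 (standard error 1.35, adjusted p = 0.0848). C1qa averaged 115 ± 59.7 CPM and C1qc 98.5 ± 21.7 CPM in NMO_Br_mono. Neither had a count in the 6 blood libraries, so they were at least 340-fold (adjusted p = 0.0890) and at least 290-fold higher (adjusted p = 0.142) than in NMO_Bl_mono. Spp1 averaged 204 ± 72.6 CPM in NMO_Br_mono and 3.64 ± 6.31 CPM in NMO_Bl_mono, Osm 197 ± 45.9 CPM and 18.6 ± 16.1 CPM, and Cfp 247 ± 59.9 CPM and 58.8 ± 1.18 CPM. The log2 fold changes of Il18, Il6st, Tnfrsf11a and Il1rn were 2.34, 3.50, 3.10 and 4.59, each with a standard error above 1. NMO_Bl_mono replicate 3 had 3 counts or fewer for 13 of the 14 genes. Without that library 11 genes passed the unadjusted threshold and the median log2 fold change was 2.88. The adjusted call of Ccl7 was lost in each fit without a single NMO library other than NMO_Bl_mono replicate 3, with adjusted p-values up to 0.152 without NMO_Br_mono replicate 3. Ccl2 had an adjusted p of 0.00494 without NMO_Bl_mono replicate 3, and Spp1 one of 0.0312 without NMO_Bl_mono replicate 1. Against both blood groups together, 5 of the 14 genes had an adjusted p under 0.05.

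**Figure D2:**
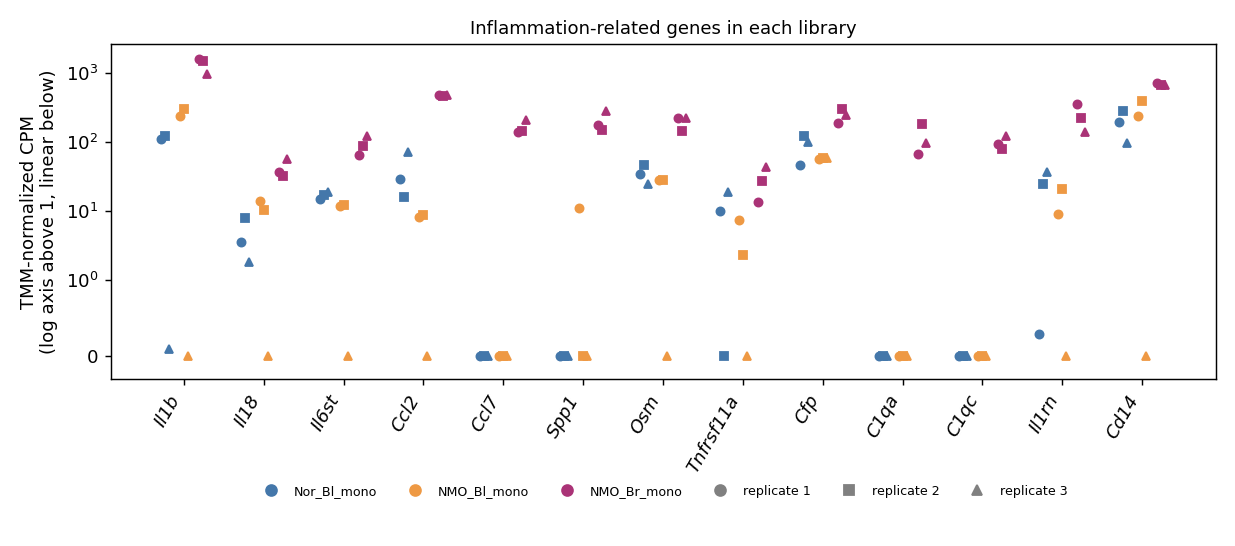
CPM of inflammation-related genes in each library, on an axis that is logarithmic above 1 and linear below, with colours for the 3 groups and marker shapes for the replicates. The NMO_Br_mono values lie above the NMO_Bl_mono values in every gene plotted, and NMO_Bl_mono replicate 3 is at 3 counts or fewer in all of them but Cfp.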

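The 6 scavenger receptors named here were each higher in every NMO_Br_mono library than in every NMO_Bl_mono library. With 2 at an unadjusted p under 0.05, 0 had an adjusted p under 0.05 with edgeR's quasi-likelihood test, and 2 of the 6, Cd68 and Fcrls, passed the unadjusted threshold of the paper. Cd68 averaged 383 ± 33.6 CPM (SD, n = 3) in NMO_Br_mono and 98.0 ± 78.2 CPM in NMO_Bl_mono, a log2 fold change of 1.97 (standard error 0.80, adjusted p = 0.802). Fcrls was measured at 52.7, 77.5 and 50.5 CPM in the NMO_Br_mono libraries and had no count in the 6 blood libraries, which makes it at least 177-fold higher (adjusted p = 0.439). Lrp1 averaged 414 ± 101 CPM in NMO_Br_mono and 225 ± 25.0 CPM in NMO_Bl_mono, with a log2 fold change of 0.88 (standard error 0.45). Clec7a averaged 332 ± 81.0 CPM and 164 ± 61.7 CPM, with a log2 fold change of 1.02 (standard error 0.54). Cd14 averaged 693 ± 18.6 CPM and 213 ± 201 CPM, and the standard error of its log2 fold change was 1.33. Mrc1 averaged 41.5 ± 18.8 CPM and 5.56 ± 6.16 CPM, with a log2 fold change of 2.90 (standard error 2.59). Cd14, Fcrls and Mrc1 had 3 counts or fewer in NMO_Bl_mono replicate 3. Without that library 3 of the receptors passed the unadjusted threshold. With limma-voom and sample quality weights 5 of the 6 passed it.

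Of the receptors the paper counts, only those named in its text or legible in Fig. 4E were used here, 12 in all, of which 9 were tested. These 9 had a median log2 fold change of 1.27, or 2.17 without NMO_Bl_mono replicate 2, and 1 passed when adjusted over the list alone. A wider list of 29 scavenger receptor genes had 18 genes tested, of which 14 were higher, with a median of 0.99, and 0 passed when adjusted over the list alone, with 3 at an unadjusted p under 0.05.

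**Figure D3:**
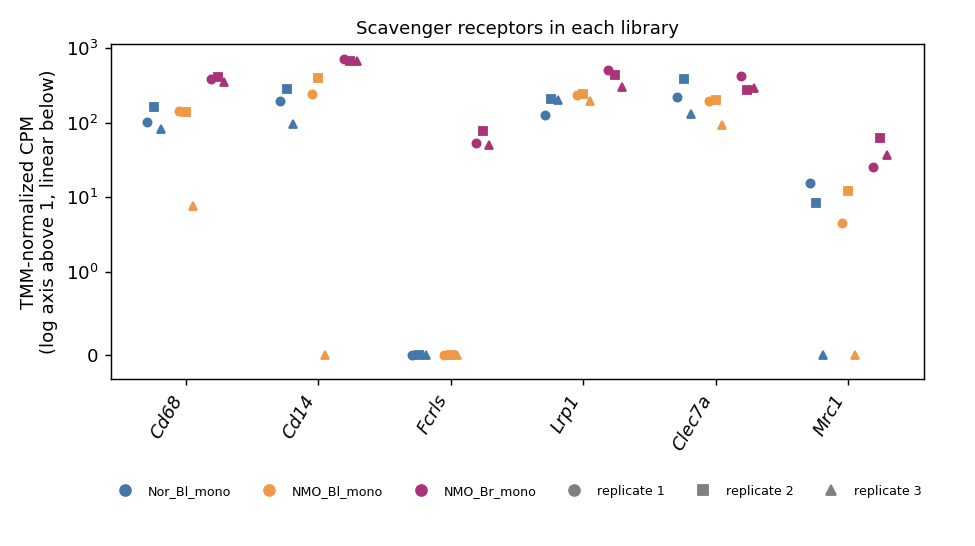
CPM of 6 scavenger receptors in each library, on an axis that is logarithmic above 1 and linear below, with colours for the 3 groups and marker shapes for the replicates. Fcrls has no count in any of the 6 blood libraries, and the NMO_Br_mono values of each receptor lie above its NMO_Bl_mono values.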

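A list of 14 genes of lipid handling and phagocytosis, among them Spp1, Gpnmb, Apoe, Trem2 and Lpl, had a median log2 fold change of 1.87 between NMO_Br_mono and NMO_Bl_mono, with 13 genes higher, 0 at an adjusted p under 0.05 over all genes, 6 at an unadjusted p under 0.05 and 1 when adjusted over the list alone (camera, adjusted p = 3.1e-08). The list was written as genes like those of disease-associated microglia, so RNA from microglia may raise it, which was not tested. It also holds Spp1, which the paper chose on the same libraries. The call of this list held under fry and under an estimated correlation between genes. That of the 9 scavenger receptors, which the paper chose on the same libraries, held under neither (adjusted p = 0.0607 and 0.0989). From the higher expression of inflammation-related genes and of receptors for endocytosis in NMO_Br_mono, the paper proposes that the infiltrating monocytes are associated with early inflammation and demyelination in the model.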

**Figure 4:**
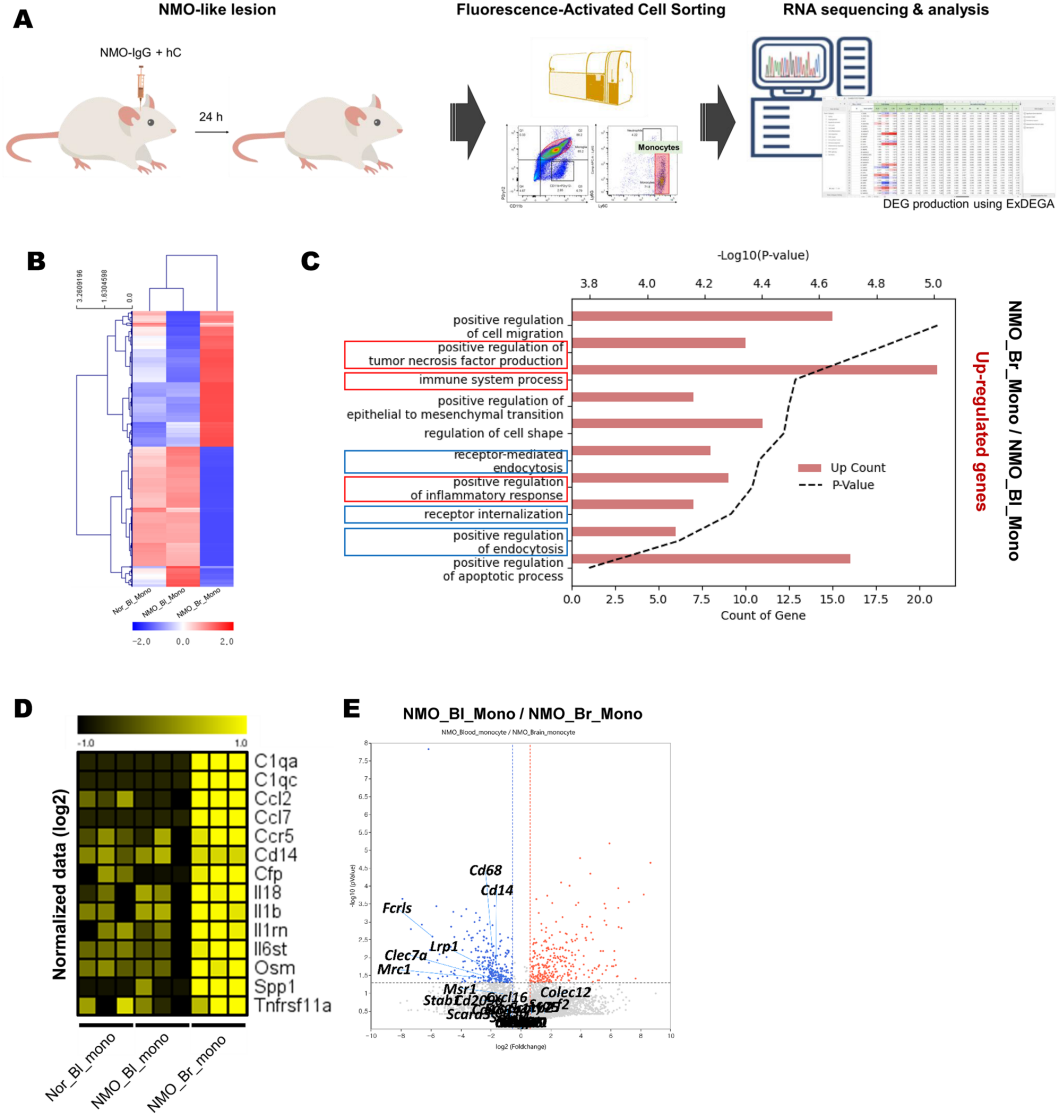
Inflammatory gene and scavenger receptor expression in monocytes infiltrating early NMO lesions increased. (**A**) Schematic design for monocyte sorting and RNA-seq analysis. (**B**) A heat map of RNA-seq data from normal blood monocytes (Nor_Bl_Mono), NMO blood monocytes (NMO_Bl_Mono), and NMO brain monocytes (NMO_Br_Mono) was created using selected genes that showed significant changes (fold change = 1.2, p < 0.05) between NMO_Bl_Mono and NMO_Br_Mono. (**C**) Through the GO analysis of 279 up-regulated genes, the top 10 ontologies were inferred. The red and blue square outlines indicate gene ontologies associated with inflammation and receptor-mediated endocytosis, respectively. (**D**) A heatmap and (**E**) volcano plot represent the expression of inflammation-related genes and scavenger receptors, respectively.

### Transcriptomic profiles of microglia in NMO-like model and effect of monocytes depletion on it

To analyze microglial function in the NMO-like model, CD45 + CD11b + P2ry12 + cells were sorted, and RNA-seq analysis was performed (Fig. 5A and supplementary Fig. S3A). A total of 885 DEGs were detected, with 480 upregulated and 405 downregulated genes after NMO induction (1.5-fold change, p-value < 0.05; Fig. 5B). Among the downregulated DEGs, functional categorization using DAVID analysis revealed enrichment in "Wnt signaling pathway" annotations (Fig. S4A). Furthermore, microglial homeostasis genes showed decreased expression after the NMO-like model (Fig. 5C). The expression of Wnt-related genes and microglia homeostatic genes decreased in NMO groups compared to the normal group, showing a potential relationship of microglial polarization and activation The GO in the upregulated DEGs were associated with terms related to protein synthesis, DNA replication, and inflammation (Fig. 5D). Genes involved in inflammation, cytokine/chemokine response, complement/receptor, and TNF signaling pathways were upregulated in microglia after NMO-IgG injection, indicating early-stage activation and induction of inflammation through the secretion of various inflammatory cytokines and chemokines (Fig. 5E). An increase in scavenger receptor genes such as *Scarf2*, *Msr1*, and *Marco* was observed (Fig. 5F). To assess the interaction between monocytes and microglia, clodronate was used to deplete monocytes. Clodronate treatment again showed monocyte-specific depletion in our model (Supplementary Fig. S3B). This led to further activation of microglia, as indicated by decreased expression of Wnt genes (Supplemenraty Fig. S4A) and microglial homeostatic markers (Fig. 5C). GO analysis on 217 genes that commonly increased between NMO + CL/NMO and NMO + CL/Normal (1.5-fold change, p-value < 0.05; Fig. 5G,H) showed increased enriched genes associated with inflammatory response, innate immunity, and the complement pathway after clodronate treatment. Additionaly, statistically significant increases in inflammatory genes related to chemokine/cytokine, complement, oxidative stress, and inflammation were observed after clodronate treatment (Fig. 5I). These results indicate that microglia are rapidly activated immediately after astrocytopathy, and they secrete various inflammatory cytokines/chemokines, inducing inflammation. An interesting observation is that microglia become even more activated when monocytes are depleted, which is possibly the result of a regulatory interaction by monocytes. The activation of infiltrated monocytes during the first week of injury seems to be associated with the inhibition of microglial activation and may play a significant role in demyelination.

**Figure 5:**
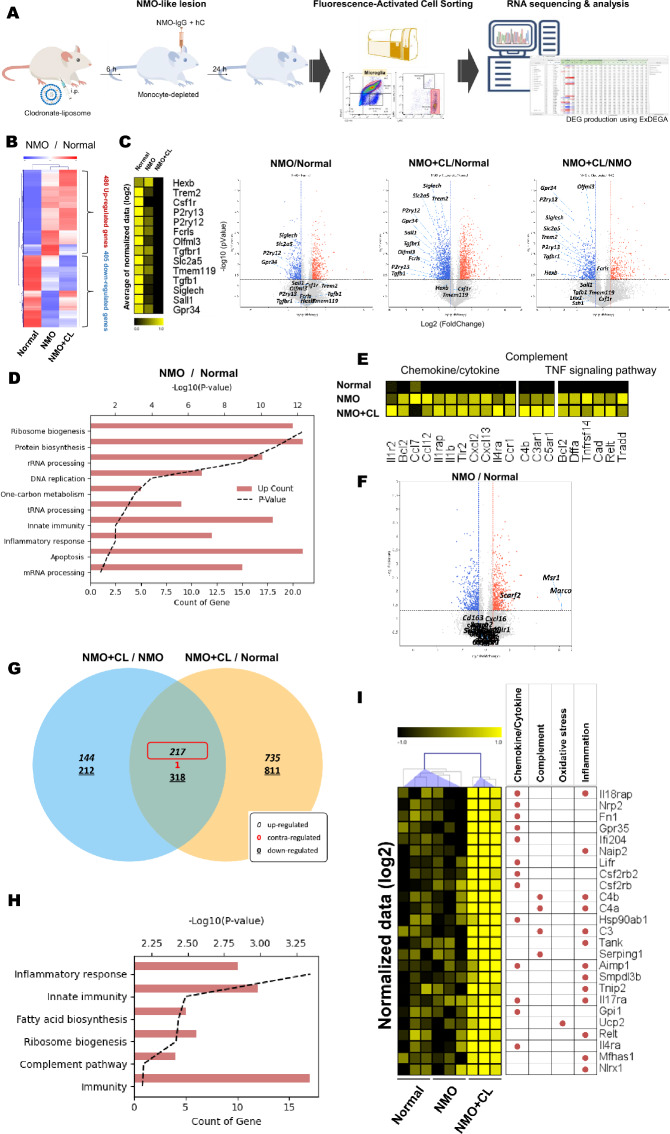
Microglia are activated in early NMO lesions, and monocyte depletion further amplifies this activation. (**A**) Schematic design for microglia sorting and RNA-seq analysis. (**B**–**E**) Depict microglial transcriptome analysis in NMO, while (**F**–**H**) illustrate changes in microglial transcriptome following clodronate treatment. (**B**) A heat map shows DEGs between Normal and NMO (fold change = 1.2, p < 0.05). (**C**) A heat map and a volcano plot related to various microglia-specific marker of DEGs for NMO vs. Normal, NMO + CL vs. Normal and NMO + CL vs. NMO (fold change = 1.2, p < 0.05). Significantly expressed microglial homeostatic markers are highlighted. (**D**) Gene ontology analysis of the upregulated 480 DEGs were inferred. (**E**) The heat map represent the expression of chemokine/cytokine, complement and TNF singling pathway-related genes using average normalized data (log2). (**F**) Volcano plot represent the expression of scarvenger receptors. (**G**) A Venn diagram shows the overlap of upregulated genes in NMO + CL vs. NMO and NMO + CL vs. Normal. (**H**) GO analysis of the 217 overlapping upregulated genes between NMO + CL vs. NMO and NMO + CL vs. Normal. (**I**) A heat map is used to represent the expression of chemokine/cytokine, complement, oxidative stress, and inflammation-related genes within the 217 overlapping upregulated genes.

## Discussion

In this study, we aimed to elucidate the role of blood-derived monocytes in the pathogenesis of NMO. We used NMO-IgG to create NMO-like pathology and observed marker changes in monocytes/macrophages and microglia at different time points. During the acute phase, we confirmed that P2ry12 acted as a specific marker for microglia. Furthermore, we found that monocytes contributed to the exacerbation of NMO pathology through the secretion of inflammatory cytokines, particularly IL1b. In addition, microglia exhibited an inflammatory function regardless of monocyte infiltration, indicating their activation as inflammatory microglia. In this manner, we observed the interplay between monocytes and microglia influencing the disease pathology in the NMO-like animal model. Specifically, we confirmed through transcriptome analysis that monocytes play a role in early inflammation and demyelination.

Monocytes can contribute to the exacerbation of NMO as a secondary damage following astrocytopathy induced by NMO-IgG. Astrocytes release chemokines, and HMGB1 acting as damage-associated molecular patterns (DAMPs), which directly enhance monocyte recruitment^25^ and blood–brain barrier (BBB) leakage^26^. Once infiltrated, activated monocytes promote the production of inflammatory chemokines/cytokines and complement factors, such as Ccl2, Ccl7, Il1b, Il18, C1qa, and C1qc in our study (Fig. 4D). Furthermore, it was also involved in early demyelination through an increase in the expression of scavenger receptors and an increase in receptor-mediated endocytosis (Fig. 4E). This demyelination was reduced after the depletion of pro-inflammatory monocytes by clodronate (Fig. 3E and supplementary Fig. S2). Similar findings were observed in previous studies using chimeric symbiotic mice and a dual reporter system in an EAE mouse model^27^. Ajami et al. reported a positive correlation between infiltrated monocytes and EAE severity, while Ccr2−/− mice showed suppressed EAE progression. Yamasaki et al. demonstrated that monocyte-derived macrophages induced demyelination at EAE onset, and depletion studies showed a moderate delay in disease onset^28^. Taken together, it was evident that monocytes infiltrating in the early pathology of NMO are a key cell type that exacerbates the lesion.

IL-1β plays a role in the expansion of GM-CSF-producing Th17 cells^29^, breakdown of the blood–brain barrier (BBB)^30^, activation of microglia^31^, and promotion of IL-1β production/secretion to amplify inflammation. In our results, *Il1b* showed decreased expression after monocyte depletion (Fig. 3D), whereas microglia showed no change in *Il1b* expression after clodronate treatment (Supplementary Fig. S4B). This implies that monocytes are the primary secretory cells for *Il1b*. IL-1β is known as characteristic biomarkers in the serum and cerebrospinal fluid (CSF) of NMO patients^32,33^. Additionally, IL-1β increased in the serum of patients with acute stages of NMO^34^. These findings support our study's assertion that monocytes induced IL-1β play an important role in the early stages of NMO. The current treatment for NMO primarily focuses on long-term management and prevention of relapses. However, targeting monocytes for acute management in patients with relapses is predicted to offer therapeutic potential that could reduce the severity. Additionally, IL-1β is known not only as a major cytokine amplifying inflammation but also as a regulator of proliferation and differentiation in Oligodendrocyte Progenitor Cells (OPCs)^35,36^. In this study, delayed expression of *Il1b* was observed at 1 week, but unfortunately, the cellular source of this expression remained unidentified. In-depth research into this delayed expression could significantly contribute to understanding the regulation of demyelination and remyelination in demyelinating diseases.

This study confirmed the substantial involvement of monocytes in inflammation and demyelination in NMO early lesions. Simultaneously, a regulatory function decreasing microglial activation was also observed after clodronate treatment (Fig. 5G,H). 

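Arg1, Tgfb1, Il6 and Tnf were read from the same monocyte libraries. Arg1 was measured at 327, 188 and 846 CPM in the NMO_Br_mono libraries and at 0, 1.20 and 145 CPM in the NMO_Bl_mono libraries, a log2 fold change of 3.22 (standard error 1.94, adjusted p = 0.926). With a replicate left out, the log2 fold change of Arg1 ranged from 2.43 without NMO_Br_mono replicate 3 to 9.49 without NMO_Bl_mono replicate 3. Tgfb1 was measured at 5.20, 145 and 0 CPM in NMO_Br_mono and at 1.26, 15.6 and 0 CPM in NMO_Bl_mono, a log2 fold change of 3.15 (standard error 3.17, adjusted p = 1), and without NMO_Br_mono replicate 2 its log2 fold change was -1.09. Il6 had no count in NMO_Br_mono and was measured at 10.2, 17.4 and 0 CPM in NMO_Bl_mono, at least 29.9-fold lower by its mean (adjusted p = 0.802). Tnf was measured at 37.2, 93.7 and 43.0 CPM in NMO_Br_mono and at 313, 340 and 0 CPM in NMO_Bl_mono, a log2 fold change of -1.91 (standard error 1.88, adjusted p = 1). Of these genes only Arg1 had every NMO_Br_mono library above every NMO_Bl_mono library. At an adjusted p under 0.05, at an unadjusted p under 0.05 and when adjusted over the list alone, 0 of the 4 genes passed.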

The analysis of selected signature genes related to pro-inflammatory (*Il6*, *Tnf*) or anti-inflammatory (*Arg1*, *Tgfb1*)^37^ responses revealed increased expression of *Arg1* and *Tgfb1* after infiltration, while *Il6* and *Tnf* decreased in the brain following infiltration (Supplementary Fig. S4C). Further detailed research is needed to determine whether monocytes perform both of these functions or if there is a distinct population contributing to these effects. One hypothesis is that the P2ry12 − CD11b + Ly6G − Ly6C + cell population sorted for this study might encompass myeloid-derived suppressor cells, which could potentially explain the observed phenomenon. Despite enhanced microglial activation after clodronate treatment, the importance of monocytes in contributing to acute lesion development remains unchanged, as evidenced by the reduction in myelin damage. Additionally, the significance of the increase in *Il1b*, irrespective of the decrease in *Il6* and *Tnf*, remains unchanged.

Microglia, like monocytes, are known to play a crucial role in the pathogenesis of NMO^38^. The exact mechanisms and stimuli leading to microglia activation are not fully understood, but our study showing that monocyte depletion does not reduce microglia activation, suggests that microglia, similar to monocytes, may act as the first responders to astrocytic chemokines/cytokines and DAMPs. Moreover, recent research has reported that C3a, produced by astrocytes in precytotic tissue injury in NMO, can activate microglia^18^. Our microglia transcriptome analysis supports this microglia-astrocyte interaction, as it showed an increase in C3aR expression (Fig. 5E). Additionally, the immediate reduction in Wnt signaling and homeostatic microglia markers after NMO-IgG injection well indicates acute microglia activation (Fig. 5C, Supplementary Fig. S4A). Microglia are known to be involved in various functions in NMO, including inducing neuronal damage, clearing debris, and promoting inflammation. In our study, microglia exhibited an increased enrichment of cell proliferation, protein synthesis, and inflammation-related genes after NMO-IgG injection (Fig. 5D). Moreover, the upregulation of inflammatory chemokines/cytokines and complement expression well strongly indicates their role as inflammation-associated microglia (Fig. 5E). However, due to the results showing the disappearing pattern of the P2ry12 marker, we were unable to determine microglia's roles in the chronic phase.

Among homeostatic microglia markers, P2ry12 and Tmem119, as cell membrane proteins, have the advantage of enabling analysis through immune reactivity techniques such as FACS, immunostaining, and Western blotting. Tmem119 has recently been identified as a microglia-specific marker capable of distinguishing macrophages from microglia in both human and murine tissues^21,22^. However, the discrepancies between *Tmem119* mRNA and protein expression, as well as its disappearance in CNS disease animal models with tissue damage, raise concerns about its reliability as a marker^39^. On the other hand, P2ry12 exhibited a different expression pattern, maintaining immunoreactivity on day 1 after injection and disappearing on days 3 and 7 (Fig. 2A). This pattern is consistent with observations in post-mortem brain tissue of MS patients, where P2ry12 remains in chronic-active lesions while both P2ry12 and Tmem119 are lost in active lesions^24^. These differing expression patterns suggest that P2ry12 is less affected by lesion activity and may serve as a more reliable marker for microglia during the acute phase.

In most studies that utilized P2ry12 and Tmem119 to distinguish and analyze monocytes/macrophages from microglia, immunoreactivity in active lesions disappeared, similar to our study. However, by considering the expression characteristics based on lesion activity, as demonstrated in our research, it is possible to effectively distinguish between monocytes/macrophages and microglia. Therefore, a primary focus should be on understanding the lesion activity of the disease under investigation, and the timing of analysis also becomes a critical factor. Additionally, a comprehensive understanding of P2ry12 and Tmem119 in microglia should be accompanied by in-depth research, and the exploration of new markers that can distinguish monocytes/macrophages from inflammatory microglia is also crucial.

Finally, this study demonstrated that monocytes infiltrating during the acute stage can play a critical role in initiating early inflammation. Additionally, we showed an increase in the secretion of Il1b from infiltrated monocytes. The upregulation of Il1b during the acute attack is a common feature in most demyelinating diseases. Further additional research is needed to determine whether therapies targeting monocyte/macrophage and Il1b in NMO patients can effectively prevent relapses and reduce disability in the clinical field.

## Methods

### Mice

All experiments were performed using female mice. We established an NMO-like animal model using female wild-type C57BL/6N mice (purchased from Orient Bio, Seongnam, Korea) at 12 weeks of age.The presence or absence of astrocyte damage was confirmed using Aldh1l1–EGFP–Rpl10a transgenic mice [B6; FVB-Tg (Aldh1l1/EGFP/Rpl10a) JD130Htz/J] (#030247, the Jackson Laboratory). All animal experiments were performed in compliance with the standards operating guidelines and approved by the Institutional Animal Care and Use Committee at Seoul National University (SNU-220215-1). All the animal experiments in this study are conducted in accordance with ARRIVE (Animal Research: Reporting of in vivo) guidelines.

### Patient-derived NMO-IgG preparations

Purified NMO-IgG and Control-IgG were prepared following the methods described in a previous study^40^. Briefly, IgG purification was performed using a commercially available kit (Amicon® Pro Affinity Concentration Kit–IgG, Billerica, MA) in accordance with the manufacturer's protocols. Plasma protein was added to a protein A resin-embedded exchange device and incubated at room temperature for 60 min with gentle agitation. Following the protein-binding step, the resin was centrifuged at 1000×*g* for 1 min. For the wash step, 1.5 ml of Bind/Wash Buffer was added, and the mixture was centrifuged again at 1000×*g* for 1 min. Elution buffer was added to the samples, and the mixture was centrifuged at 1000×*g* for 2 min. The pH was adjusted by adding neutralization buffer. The concentration of NMO-IgG was measured using the NanoDrop One, and aliquots of 100 mg/ml NMO-IgG were prepared in 35 μl volumes and stored until use. The present study was approved by the SNUH Institutional Review Board (approval number: H-1902-083-1010). All patients provided written informed consent before participating. All methods were performed in accordance with the relevant guidelines and regulations.

### NMO-like mouse model

A NMO-like mouse model was created by unilateral intrastriatal injection of NMO-IgG and human complement (S1764, Sigma). The mice were anaesthetized using Zoletil (20 mg/kg, Zolazepam + Tiletamine) and Xylazine (10 mg/kg) and mounted onto a stereotaxic Instrument (#900, Kopf). A Midline incision was made to expose bregma, and a burr hole was created on the right side at the 0.5 mm of anterior, 2 mm of lateral from bregma. 10 μl gas-tight glass Hamilton syringe with a 33 g needle (#80008, Hamilton) was inserted 2.5 mm deep to infuse NMO-IgG and complement mixture. To determine optimal concentration of mixture, we tested 0, 10, 30 and 50 mg/ml NMO-IgG along with 0, 1, 5 and 10% complement. The optimal mixture, consisting of 3ul of 50 mg/ml of NMO-IgG with 5% complement, was injected at a rate of 1ul/min. Following the injection, a resting period of 2 min was provided to ensure sufficient diffusion of the injected material. The scalp was then closed with 6-0 silk suture. We established experimental groups comprising non-treated normal mice, as well as groups receiving injections of Control − IgG + hC and NMO − IgG + hC mixtures at equivalent concentrations into the unilateral striatum. These groups were sacrificed at 1, 3, and 7 days post-injection for immunofluorescence, qPCR, and flow cytometry analyses. For the monocyte/macrophages depletion experiment, groups were categorized as Normal, NMO, and NMO + CL. These groups were sacrificed at 1 day post-injection for flow cytometry, qPCR, immunofluorescence, and western blotting analyses. Additionally, at 1 week post-injection, LFB (luxol fast blue) staining and western blotting were conducted to assess the extent of demyelination. For the RNAseq of monocyte experiment, blood monocytes from Normal and NMO mice, as well as brain monocytes from NMO mice, were sorted from the immune cells and their transcriptomes were compared at 1 day post-injection. The RNAseq study of microglia included Normal, NMO, and NMO + CL groups, where brain immune cells were isolated for comparative transcriptome analysis. Detailed experiments and sample number in each group are provided in Supplementary Table S1.

### Tissue preparation and immunofluoresence

At 1 day, 3 days and 7 days after injury, mice were anesthetized using Zoletil + Xylazine and perfused fixed through the left cardiac injection of PBS followed by 4% paraformaldehyde (PFA, PC2031-100, Biosesang, Korea). Brain tissue was harvested and post-fixed in 4% PFA. The tissues were then dehydrated using a progressive treatment with 10–30% sucrose, embedded in frozen section compound (3801480, Leica, Richmond, IL, USA), and frozen at − 80 ℃. Serial floating sections, with a thickness of 30 μm, were preserved in a storage solution (30% Glycerol in PBS) in 24-well plates at − 20 ℃ until use.

Sections were immunostained with the following primary antibodies: goat anti-AQP4 (1:500, sc-9888, Santa Cruz), rabbit anti-AQP4 (1:500, AQP-014, Alomone), rabbit anti-GFAP (1:500, ab7260, Abcam), rat anti-MBP (1:500, ab7349, Abcam), goat anti-Iba1 (1:200, NB100-1028, Novus), rat anti-P2ry12 (1:200, 848002, Biolegend), and rabbit anti-Tmem119 (1:100, ab209064, Abcam). The sections were then incubated with the appropriate secondary antibodies for each species: FITC-conjugated donkey anti-goat IgG (H + L) (1:200, 705-056-147, Jackson ImmunoResearch), Alexa Fluor® 594-conjugated donkey anti-rat IgG (H + L) (1:200, 712-585-153, Jackson ImmunoResearch), and Alexa Fluor® 594-conjugated donkey anti-rabbit IgG (H + L) (1:200, 711-586-152, Jackson ImmunoResearch) The sections were coverslipped with VECTASHIELD® Antifade Mounting Medium (H-1200, Vector Laboratories) and immunofluorescence was visualized using a Nikon ECLPSE N*i*-E microscope. The loss volumes of AQP4 and GFAP were measured through serial sections at 290 μm intervals. The fluorescence intensity of Iba1 immunoreactivity was measured using ImageJ. The extent of axonal bundle damage in the MBP-stained sections was analyzed using the Analyze Particles plug-in in ImageJ (Supplementary Fig. S1F).

### Quantitative PCR

Fresh tissue samples were collected from the Normal group (n = 3), Control − IgG + hC group (n = 3), and NMO − IgG + hC group (n = 3) at 1 day, 3 days, and 7 days post-injury, respectively. The samples were obtained from the 2 mm thickness of the ipsilateral hemisphere around bregma using a 2 mm biopsy punch to isolate the striatum tissue. Subsequently, these collected samples were stored at − 80 °C until further processing. Total RNA was isolated using the RNeasy Mini Kit (74104, Qiagen), and cDNA synthesis was performed using the AccuPower® CycleScript™ RT PreMix & Master Mix (74004, Bioneer). The following primers were used: forward 5ʹ-CTTCCCAGGATGAGGACATGAGCAC-3ʹ and reverse 5ʹ-TCATCATCCCATGAGTCACAGAGG-3ʹ for *IL1B*; forward 5ʹ-AGCCGATGGGTTGTACCTTG-3ʹ and reverse 5ʹ-GTGGGTGAGGAGCACGTAGTC-3ʹ for *TNF*; forward 5ʹ-CCCTTCAATGGTTGGTACATGG-3ʹ and reverse 5ʹ-ACATTGATCTCCGTGACAGCC-3ʹ for *NOS2*; forward 5ʹ-ATGAACGCTACACACTGCATC-3ʹ and reverse 5ʹ-CCATCCTTTTGCCAGTTCCTC-3ʹ for *IFNG*. Quantitative real time PCR analyses were performed using Real-Time PCR instrument system (ABI7500, apppliedBiosystems) with PowerUP™ SYBR™ Green master mix (A25741, apppliedBiosystems) The expression of genes were normalized to that of housekeeping gene GAPDH and quantified using the 2^−∆∆Ct^ method.

### Flow cytometry analysis of CNS immune cells

The mice were anesthetized and then transcardially perfused with cold PBS. The brains were isolated and placed in 2 ml of ice-cold Hank's Balanced Salt Solution (HBSS). To facilitate dissociation, 123 μl of Liberase TL (05401020001, Roche) and 5 μl of 100 mg/ml DNase I (DN25, Sigma) were added to the brain tissues and incubated for 30 min at 37 ℃. After enzymatic dissociation, the cells were resuspended in 30% Percoll (17089101, Citiva, Sweden) and centrifuged for 25 min at 2850 rpm without a brake. Myelin was removed, and the pelleted cells were washed with HBSS. Red blood cells (RBC) were lysed using RBC lysis buffer (420301, BioLegend), and the cells were then counted using AO/PI (CS2-0106, Nexelom Bioscience, MA, USA) staining and a Fluorescent cell counter (Cellometer K2, Nexelom Bioscience, MA, USA).

CNS immune cells were stained with the LIVE/DEAD™ Fixable Blue Dead Cell Stain Kit (L34962, Invitrogen) and incubated with Fc-Receptors blocker (101302, BioLegend). The cells were then labeled with the following antibodies: PECy7 anti-CD45 (561868, BD), FITC anti-CD11b (101206, BioLegend), PE anti-P2ry12 (848004, BioLegend).

### Monocyte/macrophage depletion

Mice underwent monocyte depletion through intraperitonial injection of 200ul Clophosome^®^-A-Clodronate Liposomes (F70101C-A, 7 mg/ml, FormuMax) 6 h prior to NMO − IgG + complement injection. Mice were divided into three groups: Normal, NMO (NMO − IgG + complement), and NMO + CL (NMO − IgG + complement + clodronate liposome). After inducing NMO damage, the mice were sacrificed at 1 day post-injury to collect brain tissues. The obtained brain tissues were subjected to FACS analysis using FITC anti-CD11b (101206, BioLegend), PE anti-P2ry12 (848004, BioLegend), APC anti-Ly6G (127614, BioLegend), BV711 anti-Ly6C (128037, BioLegend) antibodies and Zombie Violet™ (423113, BioLegend) for Live/Dead cells. Additionally, the gene expression of *IL1B*, *TNF*, and *IFN* were analyzed using quantitative PCR.

LFB staining was performed using the VitroView™ Luxol Fast Blue Stain Kit (VB-3006, VitroVivo Biotech, USA) according to the manufacturer's instructions. Briefly, the sections were immersed in a defat solution overnight. Then, the sections were hydrated in 95% ethanol. Subsequently, the sections were stained with a Luxol Fast Blue solution and differentiated in a lithium carbonate solution. Finally, the sections were washed with distilled water to remove any remaining stains.

The samples, obtained using a 2 mm biopsy punch from the 2 mm thickness of the ipsilateral hemisphere around bregma to isolate striatum tissue, were stored at − 80 °C until further processing. For MBP expression analysis at 1 day and 7 days, brain tissues were homogenized and extracted in RIPA buffer (RC2002-050-00, Biosesang) containing a protease inhibitor (11836170001, Roche).The protein concentration was quantified using the Pierce™ BCA Protein Assay Kit (23227, Thermo Inc.). Subsequently, protein denaturation was achieved with 4 × Laemmli sample buffer (#1610747, Bio-Rad), and 5 μg of protein was loaded per well. The proteins were separated using a 12% polyacrylamide gel and transferred to a PVDF membrane using the iBlot2 system (Invitogen). After blocking with 5% skim milk, the membrane was probed with rat anti-MBP antibody (1:1000, ab7349, Abcam) and mouse anti-actin antibody (643802, BioLegend). MBP was detected using HRP-conjugated goat anti-mouse IgG antibody (1:10,000, 405306, BioLegend) and HRP-conjugated goat anti-rat IgG antibody (1:10,000, ab205720, Abcam), followed by visualization using a chemi image system (Amersham 680, GE Lifesciences).

### RNA-seq analysis of sorted monocyte and microglia

The immune cells from the brain tissue of the Normal and NMO groups on day 1 were isolated using the method described above. Each experimental group consisted of three independent biological replicates derived from a pool of five samples. Mouse peripheral blood mononuclear cells (PBMC) were isolated using density gradient medium Lymphoprep™ (#07861, stemcell technologies, Germany). For purification of monocytes, CD45 + P2ry12 − CD11b + Ly6G − Ly6C^high^ Cells were sorted using BD FACsymphony™ S6 cell sorter. For microglia sorting, Normal, NMO, NMO + CL groups consisted of three independent biological replicates from a pool of three samples. CD45 + P2ry12 + CD11b + cells were sorted, and the obtained monocytes and microglia were subjected to RNA-seq analysis.

Total RNA was isolated using Trizol reagent (15596026, Invitrogen). RNA quality was assessed by Agilent TapeStation 4000 system (Agilent Technologies, Amstelveen, The Netherlands), and RNA quantification was performed using ND-2000 Spectrophotometer (Thermo Inc., DE, USA). The construction of library was performed using QuantSeq 3ʹ mRNA-Seq Library Prep Kit (Lexogen, Inc., Austria) according to the manufacturer’s instructions. In brief, each total RNA were prepared and an oligo-dT primer containing an Illumina-compatible sequence at its 5ʹ end was hybridized to the RNA and reverse transcription was performed. After degradation of the RNA template, second strand synthesis was initiated by a random primer containing an Illumina-compatible linker sequence at its 5ʹ end. The double-stranded library was purified by using magnetic beads to remove all reaction components. The library was amplified to add the complete adapter sequences required for cluster generation. The finished library is purified from PCR components. High-throughput sequencing was performed as single-end 75 sequencing using NextSeq 550 (Illumina, Inc., USA). QuantSeq 3ʹ mRNA-Seq reads were aligned using Bowtie2^41^. Bowtie2 indices were either generated from genome assembly sequence or the representative transcript sequences for aligning to the genome and transcriptome. The alignment file was used for assembling transcripts, estimating their abundances and detecting differential expression of genes. Differentially expressed gene were determined based on counts from unique and multiple alignments using coverage in Bedtools^42^. The RC (Read Count) data were processed based on TMM + CPM normalization method using EdgeR within R (R development Core Team, 2020) using Bioconductor^43^. Gene classification was based on searches done by DAVID (http://david.abcc.ncifcrf.gov/) and Medline databases (http://www.ncbi.nlm.nih.gov/). Data mining and graphic visualization were performed using ExDEGA (Ebiogen Inc., Korea).

### Statistical analysis

Statistical significance was tested using GraphPad Prism by performing a two-tailed student-t test, ANOVA with Bonferroni’s correction, or a Kruskal–Wallis test with Bonferroni’s correction (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; n.s., non-significant). N represents the number of animals used in the experiment.

### Supplementary Information

Supplementary Information.

## Data Availability

All high throughput sequencing data have been deposited with the Gene Expression Ombudsman (GEO) and are available under the accession number GSE235278.

How the deposited data were processed for this re-analysis (not part of the article)

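The data are read counts per gene of 9 QuantSeq 3ʹ libraries of sorted monocytes, 3 libraries each of Nor_Bl_mono, NMO_Bl_mono and NMO_Br_mono, each from a pool of 5 mice on day 1. The authors aligned single-end reads with Bowtie2, counted unique and multiple alignments with Bedtools coverage, and deposited the raw count of each gene symbol in each library. They state that read counts were then normalized by TMM and CPM with edgeR, and that step is not part of the deposited values. The versions, the genome build and the annotation are not stated in the paper's text. The groups come from the sample labels. The microglia libraries of the paper were not analysed here.

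From these counts, everything was computed in R 4.3.3. Each library lists 23282 entries. Where a symbol appeared more than once (35 symbols), the entry with the most counts was kept. Of 23238 symbols, 8796 had no count in any library, and 10107 passed edgeR's filterByExpr with the 3 groups and were tested. Total counts per library ranged from 8728729 to 9859847 in Nor_Bl_mono (median 9165094), from 7584649 to 9143024 in NMO_Bl_mono (median 8636676) and from 9545915 to 10419647 in NMO_Br_mono (median 9751839). A count of 3 was taken as the floor of a library, and a fold change against a group with all libraries at or under it is given as a lower bound.

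The main test was edgeR 4.0.16 (glmQLFit and glmQLFTest) with TMM factors on all 9 libraries in a single fit, with Benjamini-Hochberg adjustment. The comparisons were NMO_Br_mono against NMO_Bl_mono, NMO_Bl_mono against Nor_Bl_mono, NMO_Br_mono against Nor_Bl_mono, and NMO_Br_mono against the mean of both blood groups. A gene was called at an adjusted p under 0.05, and separately at the unadjusted threshold of the paper, a p under 0.05 with a fold change of 1.2. Gene lists and Reactome sets (from fgsea 1.28.0) were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and also with an estimated correlation and with fry. The gene lists with at least 3 genes tested were the inflammation-related genes, scavenger receptors and signature genes of the paper, a wider scavenger receptor list, the sorting markers, markers of microglia, border-associated macrophages, monocytes, other blood cells, brain cells and endothelium, and genes of dissociation, interferon response, glycolysis, lipid handling and suppressor cells. Lists of astrocyte markers and sex-linked genes had too few genes tested. Symbols were matched to Entrez identifiers with a RefSeq table of GRCm38.p6, used for identifiers only, and 10060 of the genes tested had one. Distances between libraries are root mean square differences of log2(CPM + 1), compared between groups by an exact permutation test.

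The genes named in the text were chosen by a rule written before the data were examined: every gene the paper names for the monocyte libraries, the genes of the lists reported, and for the comparisons of NMO_Br_mono with NMO_Bl_mono and of NMO_Bl_mono with Nor_Bl_mono up to 5 genes each way with the largest fitted change among those with an adjusted p under 0.05, a mean of at least 50 CPM in the higher group and no overlap between the groups. Genes outside the rule are marked where they appear. The comparisons, the lists and the alternatives were also set before the data were examined, apart from TMMwsp factors, a fit without Rn45s, and a per-gene test on CPM without a logarithm, which were chosen after seeing the data.

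The alternatives were RLE factors and library sizes alone in place of TMM factors, no filter and a filter of at least 10 counts in every library, only the libraries of the groups compared, the replicate number as a block, each replicate left out in turn, a robust fit, DESeq2 1.42.0, limma-voom with sample quality weights, and a per-gene equal-variance test on log2(CPM + 1) and log2(CPM + 0.1). A fold change of 1.5, Fisher's exact test for the Reactome sets, and distances with a pseudocount of 0.1 or over the 500 genes of highest variance were also tried. The closing section gives their effect. The tests were tried on simulated data with 200 changed genes, drawn from those with a mean above 50 CPM. With the spread of these libraries, edgeR's test recovered 2% of genes changed 4-fold, 36.5% of those changed 16-fold and 69% of those changed 64-fold. It made 0, 2 and 4 false calls after adjustment, and 451, 478 and 459 at the unadjusted threshold of the paper. With a dispersion of 0.05 it recovered 200 of 200 genes changed 4-fold, with 9 false calls after adjustment. The per-gene test without a logarithm and the fit with no filter were not tried on simulated data.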

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

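The tests on NK cell, platelet and erythroid transcripts were chosen only after the results were seen. The gene lists behind them had been written earlier. Each concerns transcripts that the paper does not discuss for the monocyte libraries.

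Transcripts that mark microglia were higher in NMO_Br_mono than in NMO_Bl_mono. The microglia markers used for this test, 10 in all and without Fcrls, had a median log2 fold change of 6.08 between NMO_Br_mono and NMO_Bl_mono, with genes absent from a group set at their lower bound, and 10 of 10 were higher. The 6 markers taken not to be expressed by monocytes (P2ry12, Tmem119, Siglech, Sall1, Gpr34 and Slc2a5) had a median of 4.41. Of the more abundant ones, Cx3cr1 averaged 392 ± 133 CPM (SD, n = 3) in NMO_Br_mono and 118 ± 105 CPM in NMO_Bl_mono, and Tmem119 was measured at 78.4, 0 and 21.0 CPM in NMO_Br_mono. Cx3cr1 was also measured in all Nor_Bl_mono libraries, and P2ry12 averaged 26.4 ± 22.5 CPM there against 34.5 ± 31.3 CPM in NMO_Br_mono, so P2ry12 and Cx3cr1 overlap between NMO_Br_mono and normal blood. No gene of the list passed an adjusted p of 0.05 over all genes, while 5 of the 9 tested had an unadjusted p under 0.05. RNA from microglia that passed the sort on P2ry12 may be a source of C1qa, C1qc and Fcrls in NMO_Br_mono, since these had no count in blood. The same values could arise if monocytes began to express these genes in the brain, which was not tested.

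Transcripts that mark NK cells were abundant in both blood groups and low in NMO_Br_mono. Nkg7, Gzma, Ncr1, Klrb1c, Il2rb and Ccl5 had a median log2 fold change of -4.16 between NMO_Br_mono and NMO_Bl_mono, and 6 of 6 were lower. Gzma averaged 1500 ± 292 CPM in NMO_Bl_mono and 71.7 ± 82.3 CPM in NMO_Br_mono, and Ccl5 averaged 1488 ± 83.5 and 97.5 ± 66.2 CPM. Of the 6 genes, 5 were above 3 counts in every blood library, and Ncr1 had no count in NMO_Bl_mono replicate 3. Nkg7, Il2rb and Ccl5 were among the 23 genes lower after adjustment, so for these the test is not independent of the pattern. RNA from NK cells in the sorted blood cells may be a candidate explanation. The whole list of T and NK cell markers fell by a median of 3.88 on the log2 scale.

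Platelet and red blood cell transcripts showed the same direction. The platelet markers without Ppbp had a median log2 fold change of -6.88, with genes at the floor at their bound, and 5 of 5 were lower. Ppbp averaged 205 ± 118 CPM in NMO_Bl_mono and was at least 665-fold lower in NMO_Br_mono (adjusted p = 0.00311). The erythroid markers had a median of -4.28, and 6 of 6 were lower. Hba-a1 averaged 1821 ± 1451 CPM in NMO_Bl_mono and 131 ± 181 CPM in NMO_Br_mono, and Hbb-bs averaged 956 ± 516 and 10.7 ± 14.4 CPM. Counts of globin genes are uncertain because their copies share reads. Platelets attached to blood monocytes, and RNA from red blood cells, may be sources. The paper describes perfusion and lysis of red blood cells for brain tissue, and a density gradient for blood, so the preparation differs between the groups compared in the same way as the tissue. A biological loss of these transcripts on entry into the brain was not tested.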

How the results depend on the processing

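The tests with TMMwsp factors, without Rn45s and per gene on CPM without a logarithm were chosen only after the results were seen. The median log2 fold change of all genes between the NMO groups was 0.05, and between 0.01 and 0.14 with the other scalings. Counts are given as genes higher and lower for NMO_Br_mono against NMO_Bl_mono, and as totals for the other comparisons. The main values were 2 higher and 23 lower after adjustment and 150 higher and 388 lower at the unadjusted threshold of the paper. The totals were 0 and 72 for NMO_Bl_mono against Nor_Bl_mono, 25 and 588 for NMO_Br_mono against Nor_Bl_mono, and 44 and 696 for NMO_Br_mono against both blood groups, after adjustment and at the unadjusted threshold. Of 251 comparisons of these and the other central results with an alternative, replicates left out aside, 157 stayed the same and 94 changed. Where no cause is named, the cause was not tested.

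For NMO_Br_mono against NMO_Bl_mono, the genes higher after adjustment were 4 with library sizes alone, 39 with no filter, 6 with at least 10 counts in every library, 1 with only the libraries of the groups compared, 6 with a robust fit, 77 with DESeq2, 44 with limma-voom, 8 and 17 with the per-gene test on log2(CPM + 1) and log2(CPM + 0.1), and 1 without a logarithm. The genes lower after adjustment were 71 with no filter, 10 with at least 10 counts, 6 with only the groups compared, 259 with DESeq2, 7 with limma-voom, 36 with log2(CPM + 0.1) and 1 without a logarithm. At the unadjusted threshold, the genes higher were 272 with no filter, 286 with DESeq2, 379 with limma-voom, 238 with log2(CPM + 1) and 279 without a logarithm, and the genes lower were 141 with at least 10 counts, 174 with only the groups compared, 668 with DESeq2 and 895 with limma-voom. A fold change of 1.5 in place of 1.2 left the counts at 150 and 388.

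For NMO_Bl_mono against Nor_Bl_mono, the adjusted total was 2 with no filter, 69 with DESeq2 and 1 with log2(CPM + 0.1). Its unadjusted total was 149 with no filter, 36 with at least 10 counts, 37 with only the groups compared, 115 with a robust fit, 243 with DESeq2, 487 with limma-voom, 189 and 154 with the per-gene test on log2(CPM + 1) and log2(CPM + 0.1), and 228 without a logarithm. For NMO_Br_mono against Nor_Bl_mono, the adjusted total was 115 with no filter, 38 with a robust fit, 366 with DESeq2, 82 and 177 with the per-gene tests on the logarithm, and 1 without a logarithm. Its unadjusted total was 280 with at least 10 counts, 1024 with DESeq2, 1129 with limma-voom and 886 with log2(CPM + 1). For NMO_Br_mono against both blood groups, the adjusted total was 68 with library sizes alone, 181 with no filter, 495 with DESeq2, 122 with limma-voom, and 117 and 99 with the per-gene tests on the logarithm. Its unadjusted total was 1400 with no filter, 338 with at least 10 counts, 1247 with DESeq2, 1291 with limma-voom and 1075 without a logarithm. The filter of at least 10 counts leaves 2396 genes to test and no filter leaves 14442. A gene removed by a filter has no value under it.

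Of the 14 inflammation-related genes, 1 was called after adjustment, against 2 with library sizes alone, 7 with no filter, 0 with at least 10 counts (with 1 at the unadjusted threshold), 6 with DESeq2, 4 with limma-voom, and 3 with each of the per-gene tests on the logarithm. At the unadjusted threshold 8 were called, against 1 with at least 10 counts and 14 without a logarithm. Of the 6 scavenger receptors, 0 were called after adjustment with 2 at the unadjusted threshold, against 1 after adjustment with DESeq2, with limma-voom and with each of the per-gene tests on the logarithm, and 4, 5 and 6 at the unadjusted threshold with a robust fit, with limma-voom and without a logarithm. The median log2 fold change of 1.27 of the scavenger receptor list lost its adjusted call with an estimated correlation and with fry. The Reactome sets higher were 1 with library sizes alone, 6 with no filter, 6 with at least 10 counts, 21 with Fisher's exact test, 0 with an estimated correlation and 0 with fry, and the sets lower were 5 with no filter, 0 with at least 10 counts, 0 with an estimated correlation and 0 with fry. Over the 500 genes of highest variance the difference of distances between and within groups rose from 0.293 (exact p = 0.155) to 1.34 (exact p = 0.0238) for NMO_Br_mono against both blood groups, and to 0.895 for the NMO groups (exact p = 0.1).

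The deviations of samples with the same replicate number correlated weakly, from -0.0102 to 0.116. Samples with different numbers were not correlated for comparison, so these values cannot exclude pairing. In every group replicate 1 had the largest share of Rn45s counts, 43.6% in Nor_Bl_mono, 42.2% in NMO_Bl_mono and 39.3% in NMO_Br_mono. It also had the most genes with at least 1 count, 10669, 11556 and 9875 in turn. Whether the numbers pair the samples is therefore open. With the replicate block, the genes higher and lower between the NMO groups were 4 and 18 after adjustment and 144 and 224 at the unadjusted threshold. The unadjusted totals with the block were 30 for NMO_Bl_mono against Nor_Bl_mono and 382 for NMO_Br_mono against Nor_Bl_mono, 0 of the inflammation-related genes passed adjustment, 1 Reactome set was higher, and the log2 fold change of Tnf was 2.49.

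Across the 6 fits that each left out a replicate of the groups compared, the genes higher between the NMO groups ranged from 0 to 5 after adjustment and from 115 to 185 at the unadjusted threshold, and the genes lower from 15 to 33 and from 235 to 517. The highest values but that of 33 came without NMO_Bl_mono replicate 3. Totals ranged from 42 to 122 unadjusted for NMO_Bl_mono against Nor_Bl_mono, with 122 without NMO_Bl_mono replicate 3, from 11 to 27 adjusted and from 372 to 650 unadjusted for NMO_Br_mono against Nor_Bl_mono, and, across 9 fits, from 21 to 90 adjusted for NMO_Br_mono against both blood groups, with 90 without NMO_Bl_mono replicate 3, and from 523 to 1019 unadjusted. Inflammation-related genes called ranged from 0 to 2 adjusted and from 6 to 11 unadjusted, and scavenger receptors from 1 to 3 unadjusted. Reactome sets higher ranged from 0 to 29, with 29 without NMO_Bl_mono replicate 3, and sets lower from 1 to 2. The difference of distances ranged from -0.00141 to 0.166 between the NMO groups, from -0.334 to 0.154 between the blood groups, from 0.0571 to 0.460 for NMO_Br_mono against Nor_Bl_mono, and from 0.153 to 0.506 for NMO_Br_mono against both blood groups, the last without NMO_Bl_mono replicate 3 (exact p = 0.0357).

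Directions reversed for the following. Tnf was at 0.19 and 1.27 with the per-gene tests on log2(CPM + 1) and log2(CPM + 0.1), against -1.91. Tgfb1 was at -1.79 with limma-voom, against 3.15, and ranged from -1.09 to 6.30 with a replicate left out. Ly6c1 was at -0.20 and -0.25 with the per-gene tests on the logarithm, against 0.57, and ranged from -0.90 to 1.87 with a replicate left out. The median of the sorting markers was -0.25 with at least 10 counts, against 0.57. With a replicate left out, list medians ranged from -0.90 to 0.86 for the sorting markers, from -7.53 to 1.12 for B cell markers, from -1.76 to 0.87 for Arg1, Tgfb1, Il6 and Tnf, from -0.62 to 0.0675 for classical and from -0.91 to 0.21 for non-classical monocyte markers, and from -3.52 to 0.24 for oligodendrocyte markers. The lowest value of B cell markers came without NMO_Br_mono replicate 1, that of the sorting markers and of Ly6c1 without NMO_Br_mono replicate 3, and that of Tgfb1 without NMO_Br_mono replicate 2. Among the other named genes and lists, 53 and 29 comparisons lost their adjusted call and 52 and 4 gained it.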

Differences from the paper's values

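The paper's text reports 279 genes higher and 290 genes lower in NMO_Br_mono than in NMO_Bl_mono at a fold change of 1.2 and a p-value under 0.05. With edgeR's quasi-likelihood test at that threshold, 150 genes were higher, and the 388 genes lower were within 1.5 times the paper's count. For the genes higher, 5 of the 18 alternatives set before the data were examined came within 1.5 times the paper's 279, with 272 for no filter, 286 for DESeq2, 379 for limma-voom, 238 for the per-gene equal-variance test on log2(CPM + 1) and 197 for the same test on log2(CPM + 0.1). The other 13, which are RLE factors, library sizes alone, at least 10 counts in every library, only the groups compared, the replicate block, a robust fit, a fold change of 1.5 and each replicate left out in turn, did not. For the genes lower, 10 of the 18 came within 1.5 times the paper's 290. DESeq2 and limma-voom did not, with 668 and 895, so of the 5 alternatives near the paper's count of genes higher only no filter, with 428, and the per-gene tests on log2(CPM + 1) and log2(CPM + 0.1), with 330 and 301, were near both counts. A per-gene equal-variance test on CPM without a logarithm and without a filter, chosen after seeing the values, gave 279 genes higher and 288 lower. It called all 14 inflammation-related genes and all 6 scavenger receptors at the unadjusted threshold, and after adjustment it called 1 gene higher and 1 lower. The paper's text does not say whether CPM values were tested with or without a logarithm.

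Fig. 4E shows Fcrls at a log2 fold change of about 5.9 read by eye, after reversing its axis, which plots NMO_Bl_mono over NMO_Br_mono. With no count in NMO_Bl_mono, the lower bound found here was a log2 fold change of 7.47. On log2(CPM + 1) the per-gene tests gave 5.91 with the mean of the logarithms, as set before the data were examined, and the test without a logarithm, chosen after seeing the values, also gave 5.91. With log2(CPM + 0.1), also set before, Fcrls was at 9.21. The fitted values of the other alternatives for a gene absent from NMO_Bl_mono depend on a prior count and were not compared.

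The paper describes Il1b, Il18, Il6st and Tnfrsf11a among the inflammation-related genes, and Cd14, Lrp1, Clec7a and Mrc1 among the scavenger receptors, as increased in NMO_Br_mono. With edgeR's test none of these passed the unadjusted threshold, while Ccl2, Ccl7, Spp1, Osm, Cfp, C1qa, C1qc, Cd68 and Fcrls did. Il1b passed it with no filter, with the replicate block and with limma-voom. Il6st passed with DESeq2, limma-voom, the per-gene test on log2(CPM + 1) and without NMO_Bl_mono replicate 3. Tnfrsf11a and Mrc1 passed with the per-gene test on log2(CPM + 1). Cd14 passed with no filter, with limma-voom and without NMO_Bl_mono replicate 3. Lrp1 passed with at least 10 counts in every library, a robust fit, limma-voom and both per-gene tests on the logarithm, and Clec7a with the first 3 of these. Il18 passed only in the test without a logarithm, which was chosen after seeing the values. The paper's discussion describes Arg1 and Tgfb1 as increased and Il6 and Tnf as decreased after infiltration. With edgeR's test the directions were the same and none of these passed the unadjusted threshold. Arg1 passed it with no filter, the replicate block, limma-voom and without NMO_Bl_mono replicate 3. Il6 passed with library sizes alone, no filter, a robust fit, DESeq2, limma-voom and without NMO_Bl_mono replicate 3. Tnf passed with no filter, and Tgfb1 in no setting tried. The text names Tnfsf11a where Fig. 4D labels Tnfrsf11a.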

Other observations

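The tests on NMO_Bl_mono replicate 3 were chosen only after the results were seen.

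Other splits of the same libraries were fitted with edgeR's test. For NMO_Br_mono against NMO_Bl_mono, 1 of the 10 splits of the 6 libraries, the real one, gave 25 genes at an adjusted p under 0.05, and the other splits gave at most 0. At the unadjusted threshold the real split gave 538 genes, 3 of the 10 splits gave as many, and the others ranged from 68 to 1290. For NMO_Br_mono against Nor_Bl_mono the real split was again the only 1 of 10 to give as many adjusted genes. For NMO_Bl_mono against Nor_Bl_mono, all 10 of the 10 splits gave as many as the real split, which gave 0, with 72 at the unadjusted threshold. A share under 0.05 is out of reach with 10 splits, so for these comparisons the groups and a chance split cannot be told apart by this count. For NMO_Br_mono against both blood groups, 1 of the 84 splits into 3 and 6 libraries gave as many adjusted genes as the real split, which gave 46 in a fit of these groups, and the other splits gave at most 15. At the unadjusted threshold 6 of the 84 splits gave as many.

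NMO_Bl_mono replicate 3 lacked transcripts that the other NMO_Bl_mono libraries hold. The share of genes lost was 22.3%, the highest of the 9 libraries, and among genes by their mean CPM in the other NMO_Bl_mono libraries it fell from 38.2% between 50 and 100 CPM to 20.1% between 100 and 200, 9.38% between 200 and 400, 1.18% between 400 and 800 and 1.22% above 800. Fewer transcripts captured in that library may explain this. Such a loss could by itself place inflammation-related genes higher in NMO_Br_mono, but without the library their median log2 fold change was 2.88 and 11 of 14 passed the unadjusted threshold, against 8 with it, so the direction does not rest on that library. Their level relative to the remaining blood libraries stays open to the other explanations here, since tissue and preparation differ together.

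Mrc1 was weighed against border-associated macrophages. Of Cd163, Lyve1, Cbr2, Folr2, Cd209f and Pf4, 4 had a value and 3 were higher, with a median log2 fold change of 2.51, above the limit of 1 set beforehand for RNA from these cells. The values behind it are few. Of the NMO_Br_mono libraries only replicate 3 had Cd163 and only replicate 2 had Lyve1 above 3 counts, Folr2 had no count in any library and Pf4 fell by 5.39 on the log2 scale. RNA from border-associated macrophages may contribute and is not excluded.

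Brain cells were dissociated with enzymes at 37 degrees while blood cells were separated on a density gradient. The list of immediate-early and heat-shock genes had a median log2 fold change of 0.69, with 13 of 20 higher, and its camera p under 0.05 (adjusted p = 0.00104) met the condition set beforehand for dissociation. The call did not hold with fry (adjusted p = 0.447) or an estimated correlation (adjusted p = 0.493), and without NMO_Bl_mono replicate 3 the median was 0.23. The 16 immediate-early genes had a median of 0.56, with 10 higher, and the 4 heat-shock genes a median of 4.76, with 3 higher. Hspa1a was measured at 4112, 1051 and 566 CPM in NMO_Br_mono and at 15.5, 10.3 and 0 CPM in NMO_Bl_mono. Hspa1a and Hspa1b are near-identical copies that share reads. Dissociation may therefore contribute to the genes that differ between NMO_Br_mono and NMO_Bl_mono, and no library separates dissociation from tissue.

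The remaining lists for NMO_Br_mono against NMO_Bl_mono are given as the median log2 fold change with the camera adjusted p. The wider scavenger receptor list had an adjusted p of 0.000194. Arg1, Tgfb1, Il6 and Tnf had a median of 0.62 (adjusted p = 0.521) and the sorting markers 0.57 (adjusted p = 0.757). Microglia markers tested had a median of 6.98, or 5.88 with genes at the floor at their bound (adjusted p = 9.25e-09), and the full list of border-associated macrophage markers 2.88 (adjusted p = 0.243). Classical and non-classical monocyte markers had medians of -0.20 and -0.53 (adjusted p = 0.505 and 0.427). Medians of lists without a call changed sign when 1 library was left out, to -1.76 for Arg1, Tgfb1, Il6 and Tnf without NMO_Br_mono replicate 2, -0.90 for the sorting markers without NMO_Br_mono replicate 3, and 0.07 and 0.21 for classical and non-classical monocyte markers without NMO_Bl_mono replicates 2 and 1. The microglia median was 10.57 without NMO_Bl_mono replicate 1, and border-associated macrophage markers were called without NMO_Bl_mono replicate 3 (median 2.32, adjusted p = 0.0316) and with no filter (adjusted p = 0.0309).

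Neutrophil markers had a median of 2.31 (adjusted p = 0.00616), dendritic cell markers 1.73 (adjusted p = 0.00188) and B cell markers 0.03 (adjusted p = 0.407). T and NK cell markers had a median of -3.88, or -3.68 with bounds (adjusted p = 4.79e-11), erythroid markers tested -6.49, or -4.19 with bounds (adjusted p = 1.41e-07), and platelet markers -11.73, or -7.29 with bounds (adjusted p = 9.28e-08). Oligodendrocyte markers had a median of -0.93 (adjusted p = 0.423), neuron markers -3.75 (adjusted p = 0.00604) and endothelium markers 2.58 (adjusted p = 0.0330). Only 3 neuron markers were tested. The only one called by itself was Nrgn, which averaged 525 CPM in NMO_Bl_mono and 615 CPM in Nor_Bl_mono. The fall of this list thus rests on transcripts present in blood and is not a reading of RNA from neurons. Interferon-stimulated genes had a median of 0.56 (adjusted p = 0.0887), glycolysis genes 1.74 (adjusted p = 1.41e-07) and suppressor cell genes 2.01 (adjusted p = 0.00363). Of the camera calls in these lists, that of T and NK cell markers held under both fry and an estimated correlation, and those of microglia and erythroid markers held under fry alone. The calls of the other lists here held under neither. Without NMO_Br_mono replicate 2 the calls of suppressor cell genes (median 0.26, adjusted p = 0.224), dendritic cell markers (1.00, adjusted p = 0.0964) and neuron markers (-1.98, adjusted p = 0.0711) were lost, and interferon-stimulated genes were called (1.15, adjusted p = 0.0141). Without NMO_Br_mono replicate 3 those of endothelium markers (1.33, adjusted p = 0.309) and neuron markers (adjusted p = 0.176) were lost. That of suppressor cell genes was also lost without NMO_Bl_mono replicate 1 (adjusted p = 0.0948) and with at least 10 counts (median 0.26, adjusted p = 0.322), and that of neuron markers without NMO_Bl_mono replicate 3 (adjusted p = 0.139) and with no filter (adjusted p = 0.175), while interferon-stimulated genes were called without NMO_Bl_mono replicate 3 (adjusted p = 0.0316). The median of B cell markers was -7.53 and that of neuron markers -11.04 without NMO_Br_mono replicate 1, that of endothelium markers 9.52 without NMO_Bl_mono replicate 1, and that of oligodendrocyte markers 0.24 without NMO_Bl_mono replicate 2. For NMO_Bl_mono against Nor_Bl_mono the smallest adjusted p of a list was 0.138, for dendritic cell markers with a median of -0.76.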
